# Honokiol Induces Ferroptosis by Upregulating HMOX1 in Acute Myeloid Leukemia Cells

**DOI:** 10.3389/fphar.2022.897791

**Published:** 2022-05-11

**Authors:** Xingrong Lai, Yanhua Sun, Xuedi Zhang, Dan Wang, Jialing Wang, Haihua Wang, Yao Zhao, Xinling Liu, Xin Xu, Haoran Song, Wenjia Ping, Yanli Sun, Zhenbo Hu

**Keywords:** honokiol, AML, ferroptosis, heme oxygenase (HO)-1, lipid peroxidation

## Abstract

Acute myeloid leukemia (AML) is one of the malignant hematological cancers with high mortality. Finding a more effective and readily available treatment is of the utmost importance. Here, we aimed to identify the anti-leukemia effect of a natural small molecule compound honokiol on a panel of AML cell lines, including THP-1, U-937, and SKM-1, and explored honokiol’s potential biological pathways and mechanisms. The results showed that honokiol decreased the viability of the targeted AML cells, induced their cell cycle arrest at G0/G1 phase, and inhibited their colony-formation capacity. Honokiol also triggers a noncanonical ferroptosis pathway in THP-1 and U-937 cells by upregulating the level of intracellular lipid peroxide and HMOX1 significantly. Subsequent studies verified that HMOX1 was a critical target in honokiol-induced ferroptosis. These results reveal that honokiol is an effective anti-leukemia agent in AML cell lines and may be a potential ferroptosis activator in AML.

## Introduction

Acute myeloid leukemia (AML) with complex karyotypes accounts for 10–14% of all AML patients, and the overall survival rate is less than 20% (Daneshbod et al., 2019; Mrózek et al., 2019). Until now, most AML patients have been treated by chemotherapeutic regimens. While chemotherapy kills leukemia cells, it often results in serious side effects to the patients and drug resistance of the leukemia cells. Although hematopoietic stem cell transplantation can alleviate or even cure AML with complex karyotype, its limited source restricts its wide application in clinical settings (Fenwarth et al., 2021). Therefore, finding a more effective and readily available treatment for AML is of the utmost importance.

Several components with a deep history in traditional Chinese medicine have been proven effective in treating AML. For example, arsenic trioxide combined with all-trans retinoic acid can achieve a complete response in 90–100% of acute promyelocytic leukemia (APL) patients, with an overall survival rate of 86–97% (Lo-Coco et al., 2013; Ni et al., 2019). In addition, Homoharringtonine (HHT) can be a reliable choice for patients with AML, especially for newly diagnosed or patients younger than 60. Additionally, the use of HHT can reduce relapse in elderly intolerant patients (Mi et al., 2021).

Several previous studies proved that lipid metabolism was reprogrammed and lipid synthesis was significantly up-regulated in hematological malignancy (Stuani et al., 2018; Humbert et al., 2021; Ito et al., 2021; Tcheng et al., 2021). Therefore, it may be an effective strategy to treat AML through interfering fatty acid and lipid metabolism.

Honokiol (Figure 1A), from the mark of the magnolia (Fang et al., 2015), is a biphenolic phytochemical that possesses potent antioxidant, anti-inflammatory, antiangiogenic, antimicrobial, and anti-cancer activities (Banik et al., 2019). In addition, it displayed diverse anti-cancer efficacy in different tumors, including but not limited to prostate cancer, gastric cancer, oral cancer, glioblastoma, skin cancer, ovarian cancer, osteosarcoma, lung cancer, leukemia, liver cancer, and colon cancer (Arora et al., 2012).

**FIGURE 1:**
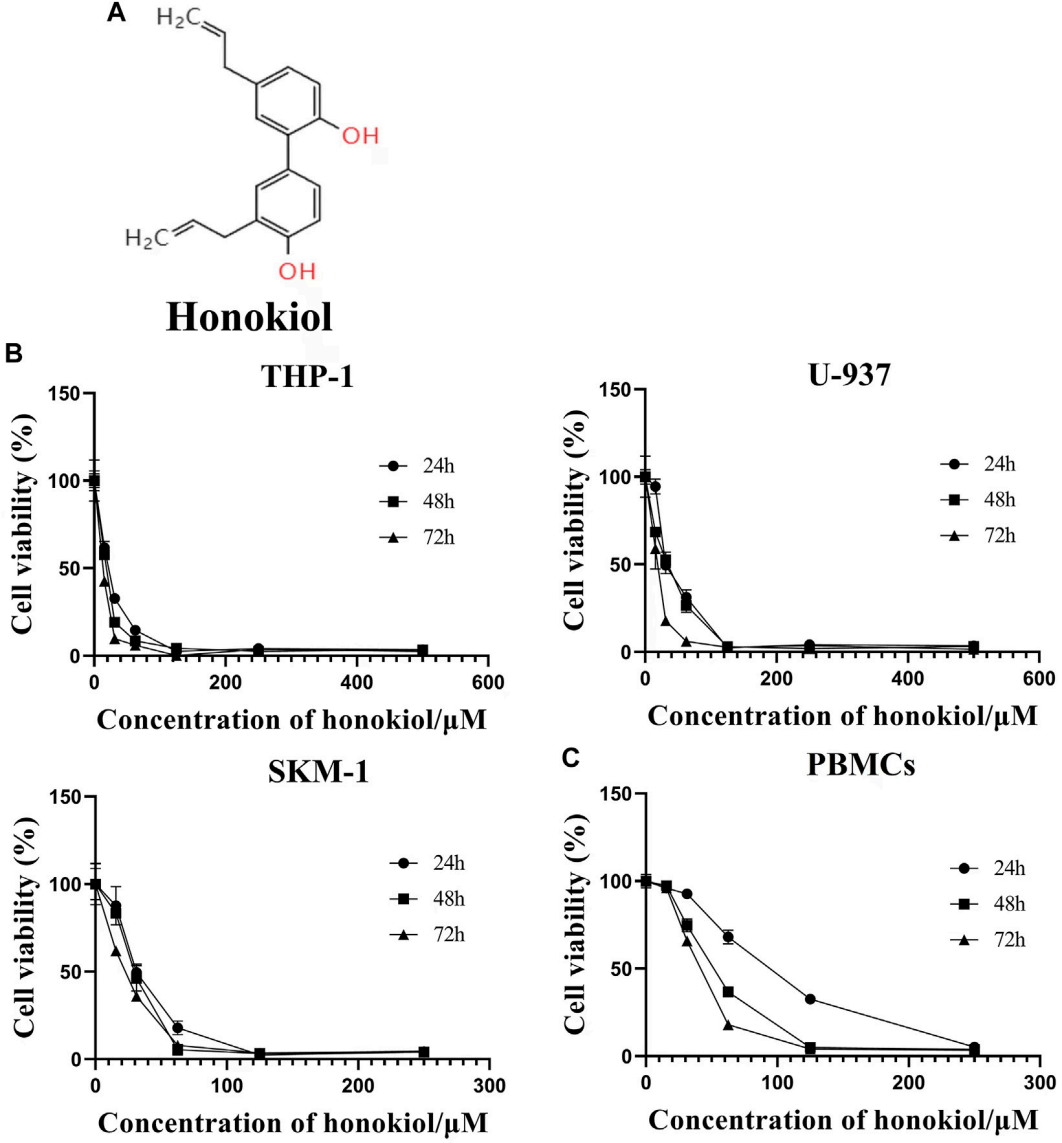
Effects of honokiol on the viability and apoptosis of THP-1, U-937, and SKM-1 cells. **(A)** Chemical structure of honokiol. **(B)** Effects of honokiol on the viability of THP-1, U-937, and SKM-1 cells. Cells were incubated with different concentrations of honokiol for 24, 48, 72 h, then CCK-8 was added, and the absorbance at 450 nm was determined. The points represent mean ± SEM from three independent experiments. **(C)** Cytotoxic effect of honokiol on human PBMCs. PBMCs were incubated with different concentrations of honokiol for 24, 48, 72 h, then CCK-8 reagent was added, and the absorbance at 450 nm was determined. The points represent mean ± SEM from three independent experiments.

Till now, a variety of signaling pathways have been studied to elucidate the anti-cancer effect of honokiol, including apoptosis (Li et al., 2015), EGFR signaling pathway (Leeman-Neill et al., 2010), STAT3 activation cascade pathway (Rajendran et al., 2012), mTOR pathway (Liu et al., 2008), NF-κB signaling pathway (Dikalov et al., 2008), and autophagy pathway (Muniraj et al., 2020). Moreover, honokiol has been proven to play a vital role in modulating fatty acid oxidation in normal cells (Zhu et al., 2018; Li et al., 2020a), whether this mechanism is involved in its anti-leukemia effect has not been determined yet. Furthermore, no study has yet to determine if honokiol can induce ferroptosis in leukemia cells.

Ferroptosis, discovered in 2012 (Dixon et al., 2012), is a ROS-dependent form of lipid peroxidation-induced cell death, accompanied by iron accumulation (Tang et al., 2021a). Generally, there are canonical and noncanonical mechanisms in ferroptosis: the former is induced by dropping the protein level and activity of glutathione peroxidase 4 (GPX4), while the latter is induced by increasing the expression and activation of heme oxygenase 1 (HMOX1) (Tang et al., 2021a).

This study aimed to evaluate the anti-leukemia effect and mechanism of honokiol in the AML cell lines with complex karyotypes. We found that honokiol can induce ferroptosis of AML cells with complex karyotypes by upregulating the expression of HMOX1.

## Materials and Methods

### Chemicals and Equipment

Honokiol purchased from MedChemExpress was dissolved in DMSO and stored at −20°C. RPMI-1640 medium, FBS, penicillin 5,000 U/ml, streptomycin 5,000 mg/ml were purchased from GIBCO (GIBCO,United States). The Propidium iodide (PI)/RNase buffer and the Fluorescein Isothiocyanate (FITC) Annexin V apoptosis detection kit were purchased from BD Biosciences (San Jose, CA, United States). HMOX1 inhibitor ZnPP (Zinc Protoporphyrin Zn(II)-protoporphyrin IX) and ferroptosis inhibitor Ferrostatin -1 were purchased from Sigma-Aldrich LLC (Shanghai, China). SLC7A11/xCT (AB175186), HO-1 (AB189491), and GPX4 were purchased from Abcam (Cambridge, MA, United States). PrimerScript RT kit and SYBR Premix Ex Taq Kit were purchased from TAKARA Bio(Otsu, Japan). Flow cytometry analysis was performed using the CytoFLEX V0-B3-R2 Flow Cytometer (Beckman Coulter, United States). PCR amplification was performed using the Applied Bio 7,500 Fast Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, United States).

### Cell Lines and Cell Culture

AML cell lines THP-1, U-937, and SKM-1, all monocytes origin with complex karyotypes, obtained from DSMZ (DSMZ, Brunschweig, Germany, https://www.dsmz.de/) were cultured in RPMI 1640 medium containing 10% or 20% FBS and 1% penicillin/streptomycin at 37°C and 5% CO_2_.

### Cell Viability Assay

CCK-8 assay was used to detect cell viability. THP-1, U-937, and SKM-1 cells were seeded into 96-well plates with 6 × 10^3^ cells per well. Simultaneously, the cytotoxicity of honokiol for the peripheral blood mononuclear cells (PBMCs) was also evaluated. Six hours later, the specified compounds were added and cultured for 24, 48, 72 h. Four hours before ending the incubation, 10 μl of CCK-8 was added to each well and incubated for 4 h. The total volume in each well was 100 μl. The absorbance was measured at 450 nm using a microplate reader (Thermo Fisher Scientific, United States).

### Cell-Cycle Analysis

THP-1, U-937, and SKM-1 cells in their logarithmic growth phases were added to a 24-well plate with 2 × 10^5^/well and incubated with different concentrations of honokiol for 24 h before cells were collected. The cells were fixed using 70% pre-cold ethanol overnight and then stained with 400 μl PI (50 μg/ml) and 100 μl RNase A (100 μg/ml) at room temperature for 15 min in the dark. Flow cytometry analysis was performed using CytoFLEX V0-B3-R2 Flow Cytometer (Beckman Coulter, United States) to determine the percentage of cells at every phase of the cell cycle.

### Cell Apoptosis Assay

THP-1, U-937, and SKM-1 cells were incubated with different concentrations of honokiol, respectively. After 24 h, the cells were collected, washed twice using the binding buffer, and incubated with FITC-labeled Annexin-V and PI (BD Biosciences) at room temperature in the dark for 30 min. Cell apoptosis was determined by flow cytometry.

### Colony Formation Assay

5 × 10^3^ THP-1, U-937, and SKM-1 cells were mixed with the indicated concentration of honokiol in 500 μL methylcellulose medium (MethoCult™ H4100, Stemcell Technologies) containing 10% fetal bovine serum, 10% 5,637 cell cultural supernatant, and 1% penicillin/streptomycin, then added to 24-well plates, 500 μl/well. After 14 days of incubation, the total number of cell colonies consisting of at least 50 cells was counted using an inverted microscope. To determine any toxicity of honokiol towards normal cells, normal hematopoietic stem/progenitor cells were isolated and enhanced from cord blood of health donors with informed consent by gradient centrifugation. 1 × 10^3^ enhanced hematopoietic stem/progenitor cells were incubated with specified concentration of honokiol (25, 35 and 45 μM) in 100 µl of methyl-cellulose medium per well of 96-well plate (MethoCult H4434, STEMCELL Technologies, Victoria, Canada) containing cytokines and 10% FBS. The groups without honokiol treatment and with DMSO were used as controls. After about 14 days, the total colony formation numbers of containing all the BFU-E-, CFU-GM-, and CFU-GEMM- derived colonies in different groups were counted under an inverted microscope.

### Detection of Lipid Peroxidation

The liperfluo (Dojindo) was used to detect lipid peroxidation per the manufacturer’s protocol. THP-1, U-937, and SKM-1 cells (5 × 10^5^ cells/well) were seeded in 24-well plates. Six hours later, different concentrations of honokiol were added to these cells. After 12 h incubation, cells were washed with HBSS twice and incubated with 1 µM liperfluo reagent at 37°C, 5% CO_2_ for 30 min. Following that, the cells were washed with HBSS twice. The content of intracellular lipid peroxide was detected by flow cytometry (Beckman Coulter, United States).

### mRNA Sequencing

mRNA sequencing was performed on THP-1 and U-937 cell lines (Hangzhou Lianchuan Biotechnology Co., LTD., Zhejiang, China). After incubation with honokiol for 24 h, the cells were collected, and RNA was extracted from the cell samples. The quality of extracted RNA was evaluated. Total 2 μg RNA was purified and used to construct the cDNA libraries. Sequencing was performed using Illumina HiSeq 4,000 platform. The gene expressions were calculated using fragments per kilobase of exon per million fragments mapped (FPKM) values. False discovery rate (FDR) was used to identify the *p*-value threshold and analyze the differences’ significance. Significantly differentially expressed genes (DEGs) were set with a standard [the adjusted *p*-value < 0.05 and the absolute value of log2 FC.

(fold change) > 1]. Enrichment analysis of the KEGG pathway of DEGs was performed using R language. The enriched KEGG pathway was statistically significant, with the adjusted *p*-value < 0.05.

### Real-Time Quantitative PCR

THP-1, U-937, and SKM-1 cells were incubated with a specific concentration of honokiol. After a certain interval (6 and 12 h), the cells were collected, and total RNA was extracted from the TRIzol samples. The cDNA was reversely transcribed from 1 μg total RNA. Based on the SYBR Green method, HMOX1, SLC7A11, and GPX4 were quantified by RT-qPCR using Applied Biosystems 7,500 Fast Real-Time PCR system. The relative quantification results of gene expression were calculated using the 2^-△△Ct^ method. The primers used are as follows: GAPDH-Forward: 5′-TGG​GTG​TGA​ACC​ATG​AGA​AGT-3′ and GAPDH-Reverse: 5′-TGA​GTC​CTT​CCA​CGA​TAC​CAA-3'; HMOX1-Forward: 5′-AGT​TCA​AGC​AGC​TCT​ACC​GC-3′ and HMOX1-Reverse: 5′-GCA​ACT​CCT​CAA​AGA​GCT​GGA​T-3'; SLC7A11-Forward: 5′-TCT​CCA​AAG​GAG​GTT​ACC​TGC-3′ and SLC7A11-Reverse: 5′-AGA​CTC​CCC​TCA​GTA​AAG​TGA​C-3'; GPX4-Forward: 5′-GAG​GCA​AGA​CCG​AAG​TAA​ACT​AC-3′ and GPX4- Reverse: 5′-CCG​AAC​TGG​TTA​CAC​GGG​AA-3'.

### Western Blotting

Equal amounts (about 40 μg) of cell lysates from samples were loaded to the SDS-PAGE gel, and electrophoresis was performed. After electrophoresis, the proteins were transferred from 12% SDS-PAGE gels onto 0.45 μM PVDF (polyvinylidene fluoride) membranes. First, they were blocked by 5% skim milk in TBST (Tris-buffered saline with 0.1% Tween-20). Then, they were incubated with GAPDH, HMOX1, SLC7A11, or GPX4 antibodies overnight. After that, the membranes were immersed in the HRP-labeled goat anti-rabbit antibody solution at 37°C for 1 h, followed by enhanced chemiluminescence reagent added. The specific protein bands were visualized using the Amersham Imager 600 (GE Healthcare Biosciences, Pittsburgh, PA, United States).

### Statistical Analysis

All experiments were repeated at least three times, and the data were presented as the mean ± SEM. ANOVA analysis or *t*-test was used to determine the control and experimental groups’ statistical significance. Data were considered statistically significant when *p* < 0.05.

## Results

### Honokiol can Effectively Inhibit the Proliferation of Acute Myeloid Leukemia Cells

In order to evaluate if Honokiol can effectively inhibit the proliferation of acute myeloid leukemia cell, we used CCK-8 to detect the effects of honokiol on the viability of AML cells. As shown in Figure 1B, honokiol significantly reduced the cell viability of the three cell lines THP-1, U-937 and SKM-1. According to IC50 shown in Table 1, THP-1 cells were more sensitive than U-937 and SKM-1 cells to honokiol. As the incubation dose and time increased, IC50 of honokiol decreased, indicating the inhibition effect of honokiol on leukemia cells is dependent on dose and time in each cell line. However, no obvious cytotoxic effect was observed for the PBMCs treated with the dose of less than 50 μM of honokiol as shown in Figure 1C.

**TABLE 1:** IC50 Values of Honokiol on AML cell lines.

Cell lines	IC50 (μM) ± SD		
	24 h	48 h	72 h
THP-1	20.64 ± 2.94	17.64 ± 2.51	13.78 ± 0.86
U-937	36.49 ± 2.36	29.72 ± 2.05	17.85 ± 3.23
SKM-1	32.05 ± 1.3	28.71 ± 1.87	21.07 ± 2.86

IC50 values are calculated from cell proliferation assays. IC50 (μM) ± SD: the compound concentration at which cell survival was inhibited by 50% (means ± SD). Values are representative of three independent experiments, and each experiment was performed in triplicate.

### Honokiol Induced the Apoptosis of THP-1, U-937, and SKM-1 Cells

To explore whether the proliferation inhibition of honokiol is related to apoptosis, we incubated THP-1, U-937, and SKM-1 cells with different concentrations of honokiol for 24 h. As shown in Figure 2, the apoptosis rate of THP-1, U-937, and SKM-1 cells rose significantly as the concentration of honokiol increased. Moreover, THP-1 was more sensitive to honokiol compared to U-937 and SKM-1. For U-937 cells, the apoptotic cells occurred mainly at the late phase. In contrast, the apoptotic cells occurred mainly at the early and late phases in THP-1 and SKM-1 cells. The results reveal that the cell death mechanism induced by honokiol varies per cell line.

**FIGURE 2:**
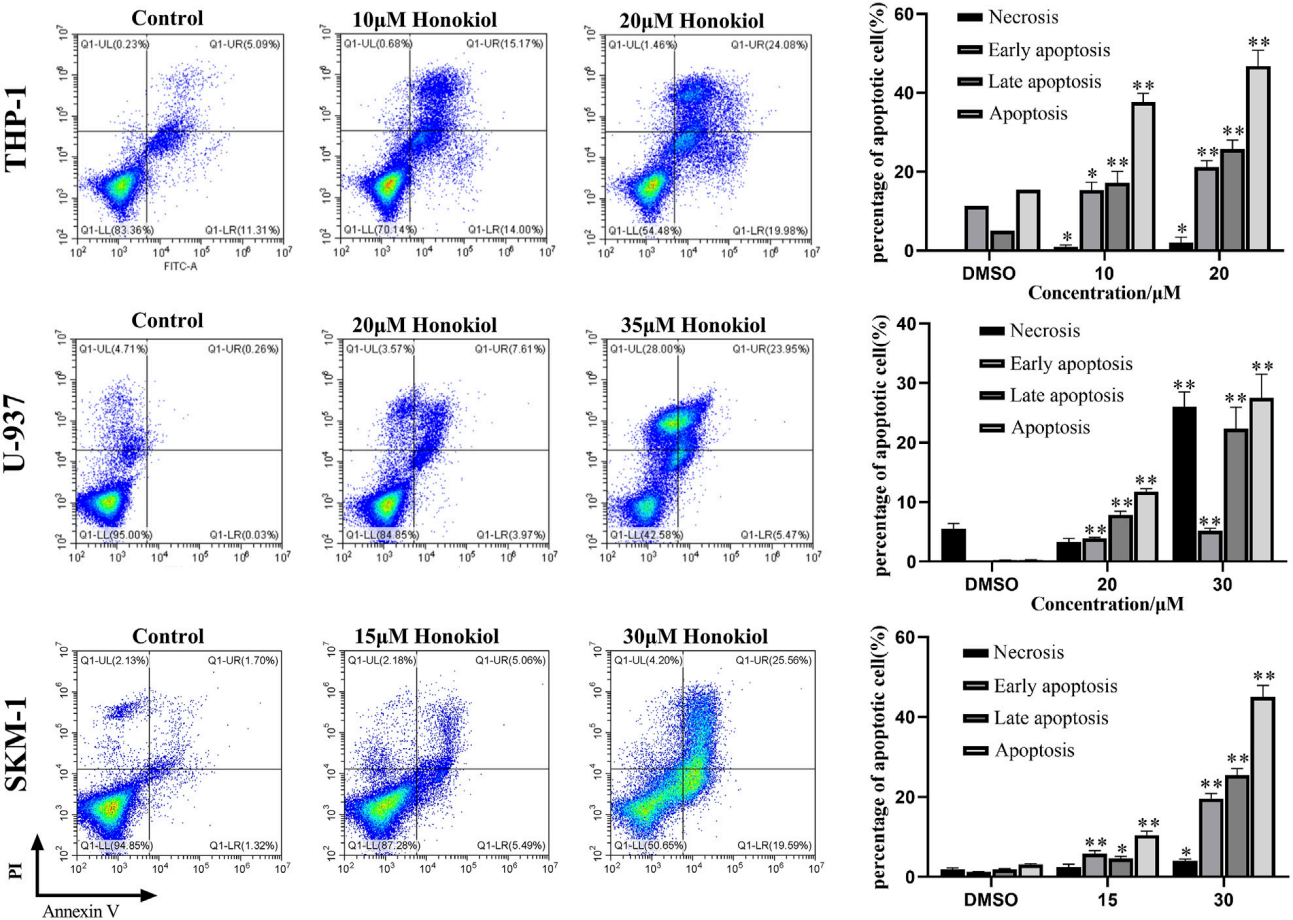
Effects of honokiol on the apoptosis of THP-1, U-937, and SKM-1 cells. The cells were incubated with the indicated concentration of honokiol for 24 h, and Annexin-V-FITC/PI staining and flow cytometry analysis were performed. The experiments were performed in triplicate. Statistical analysis of cell apoptosis was shown as bar graphs (*, *p* < 0.05, **, *p* < 0.01, compared to the control group).

### Honokiol Induced G0/G1 Phase Arrest of THP-1, U-937, and SKM-1 Cells

To evaluate the influence of honokiol on the cell cycle in THP-1, U-937, and SKM-1 cells, we treated these cell lines, each with a specific concentration of honokiol established by ID50 values for 24 h (THP-1: 20 μM; U-937: 35 μM; SKM-1: 30 μM). The results demonstrated that the percentage of AML cells in G0/G1 phase was significantly increased after honokiol treatment (Figure 3). These findings suggest that honokiol suppresses the proliferation of AML cells by inducing AML cell-cycle arrest at G0/G1.

**FIGURE 3:**
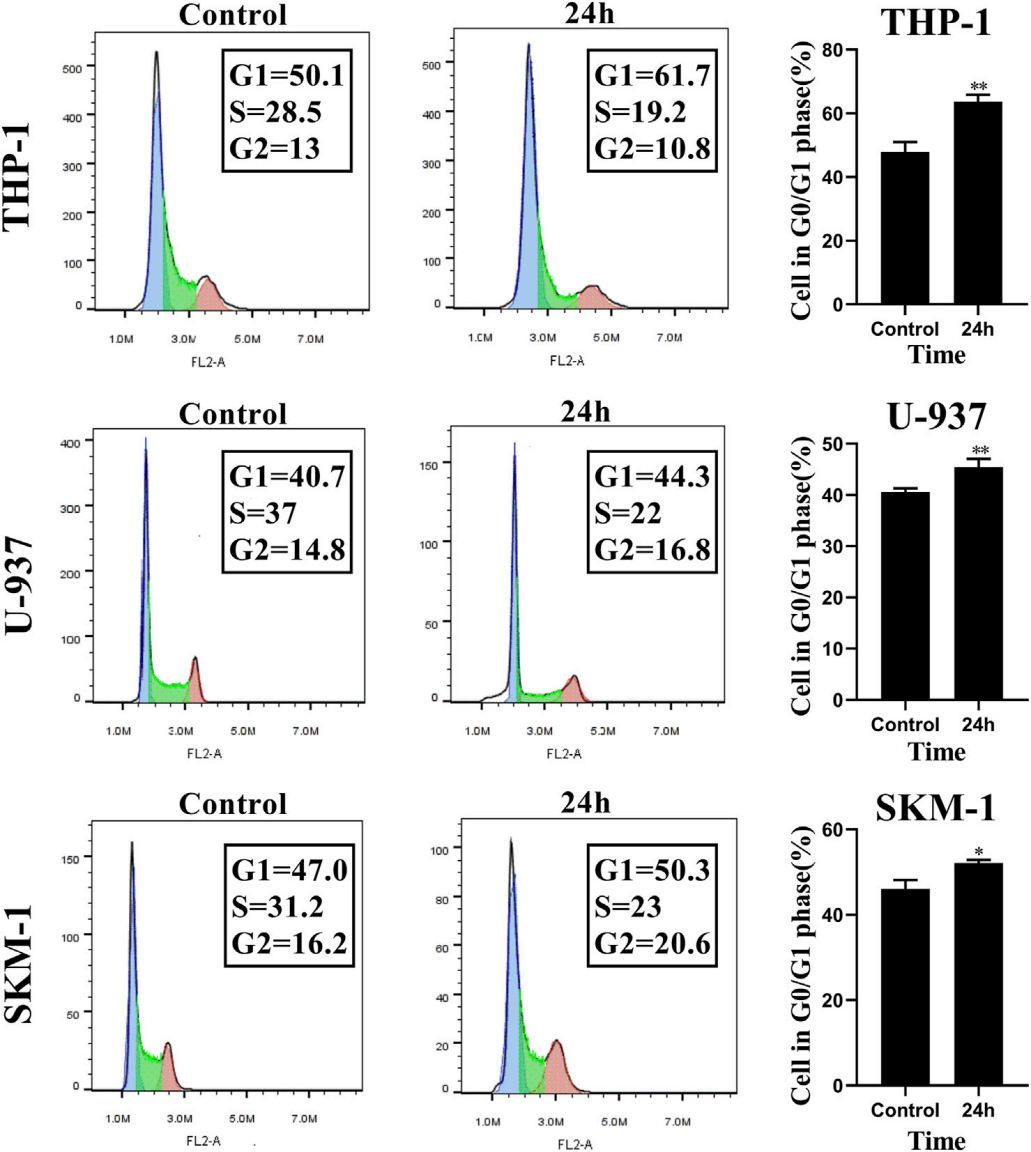
Honokiol arrests cell cycle of THP-1, U-937 and SKM-1 cells at G0/G1 Phases. The cells were incubated with the specified concentration of honokiol (THP-1: 20 μM; U-937: 35 μM; SKM-1: 30 μM) and then analyzed using flow cytometry with PI staining. Statistical analysis of G0/G1 phase cells was shown as a bar graph (*, *p* < 0.05, **, *p* < 0.01, compared to the control group). These data are from three separate replicates.

### Honokiol inhibited the Leukemia Colony Formation of THP-1 and SKM-1 Cells

Next, we analyzed the effect of honokiol on the colony formation of THP-1, U-937, and SKM-1 cells. As seen from Figure 4, the number of THP-1 and SKM-1 cell colonies decreased significantly as honokiol concentration increased. Eventually, neither cell line could form colonies at a high enough honokiol concentration (THP-1:25 μM; SKM-1: 35 μM). Furthermore, the U-937 cell line, whether treated with honokiol or not, could not form colonies in MethoCult™ H4100 with or without 10% 5,637 cell conditioning medium. From the results above, we conclude that honokiol can effectively inhibit the colony-formation ability of AML cells. To determine any toxicity of honokiol towards normal cells, normal hematopoietic stem/progenitor cells isolated from cord blood of healthy donors were used for colony formation assay. The result showed there were no significant differences in colony formation numbers among these groups treated with or without honokiol, indicating honokiol had no obvious toxicity for normal hematopoietic stem/progenitor cells at the concentration of less than 45 μM (Supplementary Figure S1).

**FIGURE 4:**
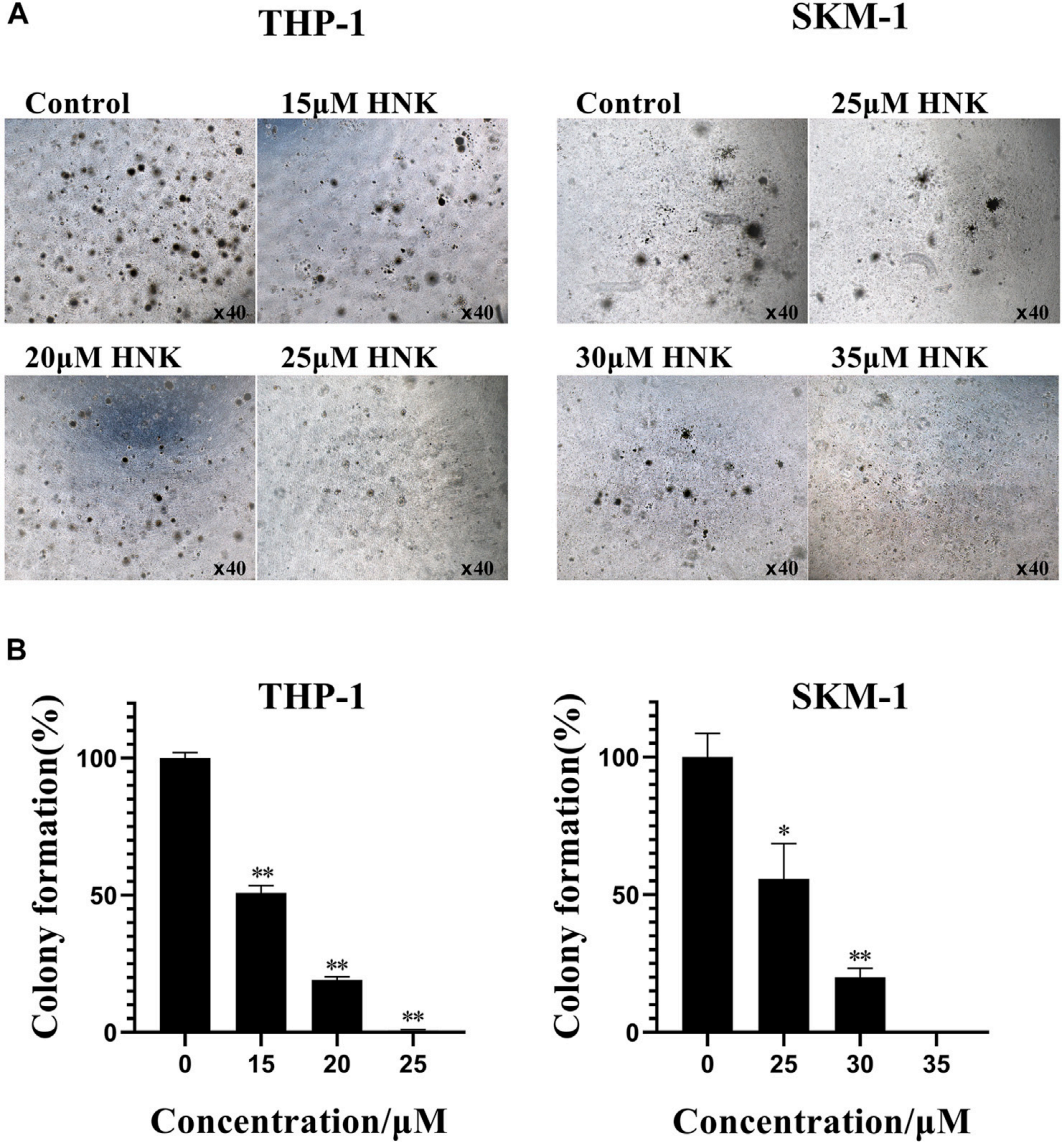
Honokiol inhibits colony formation of THP-1 and SKM-1 cells. **(A)** Cell colony results of THP-1 and SKM-1 cells. Cells were incubated with different concentrations of honokiol for 14 days and then observed under a light microscope. **(B)** Bar graphs show the statistical analysis of colony formation, presented as (*, *p* < 0.01; **, *p* < 0.001). These results represent three separate experiments.

### Honokiol Activated Ferroptosis Pathway in AML Cells

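mRNA from THP-1 and U-937 cells, 2 of the AML cell lines of the study, was sequenced after 24 h with honokiol or with DMSO, in 3 libraries for each of the 4 groups. The paper's mRNA sequencing methods give no dose. In the paper's other assays THP-1 cells received 20 μM and U-937 cells 35 μM honokiol, and the sample labels list both doses without naming the line. The authors deposited an FPKM value and an estimated count for each of 36866 genes in each library, and the aligner, the counting tool and the genome build are not stated. The coordinates are those of GRCh38, as checked against the GENCODE annotation. The counts summed to between 60971601 and 62946928 per library in DMSO-treated THP-1 cells (median 62652199) and to between 66764511 and 75065752 in honokiol-treated THP-1 cells (median 70397883). In U-937 cells they summed to between 57406966 and 70265512 with DMSO (median 64879240) and to between 58360491 and 60925864 with honokiol (median 58660864). Among low counts the value 4 was far more frequent (17264 values) than 3 (6764 values) or 5 (4016 values). A fragment is thus worth about 4 counts, and the libraries hold about 14351742 to 18766438 fragments. Mitochondrially encoded genes took 13.7% of the counts in DMSO replicate 1 of THP-1 and 12.6% in DMSO replicate 1 of U-937, against 5.61% to 7.55% in the other libraries. Genes with an FPKM of at least 0.5 in at least 3 of the 6 libraries of a line were tested, 14600 in THP-1 and 13726 in U-937. The counts were normalized by TMM, and honokiol was compared with DMSO within each line by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. As in the paper's methods, a differentially expressed gene (DEG) has an adjusted p-value under 0.05 and an absolute log2 fold change over 1. On simulated counts with the means, library sizes and spread of these libraries and with 200 changed genes, the test called 173 of the 200 among 14600 genes for THP-1 and 162 of the 200 among 13726 genes for U-937. The changed genes were all given log2 fold changes clearly past the limit of 1. The spread of each gene was edgeR's estimate, which is drawn toward that of genes of similar abundance. These shares thus do not tell how many real changes nearer the limit would be called.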

We performed transcriptome sequencing (mRNA sequencing) in THP-1 and U-937 cells treated with honokiol in order to explore the regulation mechanism of honokiol killing leukemia cells (Supplementary Table S1). 

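In THP-1 cells 6 genes were DEGs, 4 higher and 2 lower with honokiol, and in U-937 cells 13 genes were DEGs, 9 higher and 4 lower. With the p-value left unadjusted and the same limit on the fold change, 408 genes passed in THP-1 cells (252 higher, 156 lower) and 347 in U-937 cells (241 higher, 106 lower). An unadjusted p-value under 0.05 at any fold change was reached by 13.1% of the genes tested in THP-1 and by 16.7% in U-937, where chance gives 5%. The 3 honokiol libraries did not overlap the 3 DMSO libraries for 20.4% of the genes in THP-1 and for 24.0% in U-937, against 10% by chance. ABCG1 (ENSG00000160179, chromosome 21) rose in THP-1 cells from an FPKM of 0.690 ± 0.154 to 3.81 ± 0.624 (SD, n = 3), a log2 fold change of 2.41 (standard error 0.21, adjusted p = 0.0433 from edgeR's quasi-likelihood test). GDF1 rose in THP-1 cells with a log2 fold change of 2.68 (standard error 0.29, adjusted p = 0.0458) while CERS1 fell (log2 fold change -2.07, adjusted p = 0.0458). These 2 genes overlap on the same strand of chromosome 19 from 18868545 on, and the authors' counting could have split reads between them. MGLL rose with a log2 fold change of 1.71 (standard error 0.19, adjusted p = 0.0458). The other 2 DEGs of THP-1, AC242842 and AC004080, also overlap genes on their strand. In U-937 cells MIR4707, which lies within HAUS4 on the same strand, had 1 count in each DMSO library and 123 to 170 counts in the honokiol libraries, at least 43.7-fold higher. NLRC4 (log2 fold change 2.77, standard error 0.33, adjusted p = 0.0359), KCNE1 (2.21, standard error 0.27, adjusted p = 0.0417) and ARRDC3 (2.06, standard error 0.24, adjusted p = 0.0359) rose in U-937 cells. TMEM120B (log2 fold change -2.03, adjusted p = 0.0337) and UBE2N (-1.06, adjusted p = 0.0337) fell. Among the alternatives, the number of genes moved most with the fold change of the FPKM values alone, without a test or a filter, to 11077 in THP-1 and 10604 in U-937. A linear model of the FPKM values of each gene, without a filter or a limit on the fold change, passed 2555 genes in THP-1 and 2828 in U-937 at an unadjusted p-value under 0.05. Both were chosen after the results were seen. Leaving out each replicate in turn gave 0 to 43 DEGs in THP-1 (43 without honokiol replicate 1) and 0 to 6 in U-937, in fits with fewer libraries. In THP-1, MGLL, GDF1 and CERS1 were each past the threshold in 1 of these 6 fits. In U-937, NLRC4 and KCNE1 were past it in 0.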

As shown in Figure 5A, there were 2,447 and 1991 differentially expressed genes in THP-1 and U-937 cells treated with honokiol, respectively. In addition, we further screened 685 genes that are common to both cell lines within this pool. These data revealed that the genes regulated by honokiol varied per cell line. 

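Of the 12343 genes tested in both lines, 0 were DEGs in both. With the p-value left unadjusted, 46 genes passed in both lines, 33 higher in both, 10 lower in both and the others in opposite directions, where 5.52 would be shared if the lines were unrelated (two-sided Fisher's exact test across genes, p = 1.35e-29, which takes genes as independent). Without honokiol replicate 1 there was 1 shared DEG, and with DESeq2 in place of the quasi-likelihood test there were 26. MGLL, a DEG in THP-1 cells, rose in U-937 cells with a log2 fold change of 1.04 (adjusted p = 0.0945 from edgeR's quasi-likelihood test).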

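The difference between the log2 fold changes of the 2 lines was tested in one edgeR fit of all 12 libraries and 16283 genes. It had an adjusted p-value under 0.05 for 18 genes, 11 with a higher and 7 with a lower log2 fold change in U-937 cells, and an unadjusted p-value under 0.05 for 1525 genes (9.37%). Of the 18 genes, 12 lay under the FPKM limit in 1 line. A fit of only the 12343 genes tested in both lines called 0 genes, with an unadjusted p-value under 0.05 for 1148. TXNIP (ENSG00000265972, chromosome 1) fell in THP-1 cells from an FPKM of 46.4 ± 3.89 to 32.8 ± 3.11 (SD, n = 3) and rose in U-937 cells from 4.72 ± 1.04 to 12.1 ± 2.61 (SD, n = 3). The log2 fold change of TXNIP was -0.55 in THP-1 and 1.28 in U-937 cells, a difference of 1.82 (standard error 0.25, adjusted p = 0.0274 from edgeR's quasi-likelihood test). FOXC1 and FKBP4, chosen after their values were seen, rose in THP-1 cells (log2 fold changes 1.41 and 0.32) and fell in U-937 cells (-0.53 and -0.72), with differences of -1.96 (adjusted p = 0.0278) and -1.06 (adjusted p = 0.0315). DESeq2 called 244 genes for this difference, and edgeR's test on counts divided by 4 called 0. Across the genes tested in both lines, Pearson's r between the log2 fold changes of THP-1 and U-937 was 0.30 and Spearman's rho 0.32, and genes are not independent replicates. Without the filter on low genes r was 0.07.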

The Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was performed for these differentially expressed genes in both cell lines. 

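Pathway membership was taken from the KEGG annotation in the authors' deposited table. Each pathway with at least 5 tested genes was tested for over-representation of DEGs (one-sided Fisher's exact test, Benjamini-Hochberg adjustment), against the tested genes with a pathway, 4755 in THP-1 and 4447 in U-937. Among the DEGs, ferroptosis had 0 of its 35 tested genes in THP-1 cells and 1 of 33, SAT1, in U-937 cells (Fisher's exact test, p = 0.0366, adjusted p = 1). None of the 315 pathways tested in THP-1 or the 311 in U-937 had an adjusted p-value under 0.05, and 4 in each line had an unadjusted one. Only 4 DEGs of THP-1 and 5 of U-937 had a pathway. With so few, the lack of a pathway past the threshold is weak evidence against any of them. Among the genes that passed at an unadjusted p-value, ferroptosis had 5 of 35 genes in THP-1 cells, ALOX15, HMOX1, SAT1, SLC7A11 and TFRC (Fisher's exact test, p = 0.00280, adjusted p = 0.126), and 3 of 33 in U-937 cells, HMOX1, SAT1 and SLC7A11 (p = 0.0418, adjusted p = 1). Regulation of lipolysis in adipocytes had 5 of 34 genes in THP-1 (Fisher's exact test, p = 0.00246, adjusted p = 0.126) and 4 of 30 in U-937 (p = 0.00501, adjusted p = 0.520). The PPAR signaling pathway had 5 of 44 genes in THP-1 (Fisher's exact test, p = 0.00764, adjusted p = 0.190) and 6 of 40 in U-937 (p = 0.000300, adjusted p = 0.0467). Bile secretion had 4 of 27 genes in THP-1 (Fisher's exact test, p = 0.00657, adjusted p = 0.190) and 5 of 25 in U-937 (p = 0.000243, adjusted p = 0.0467). Insulin secretion was the other pathway with an unadjusted p-value under 0.05 in both lines, with 4 of 42 genes in THP-1 (Fisher's exact test, p = 0.0302) and 4 of 38 in U-937 (p = 0.0117). In THP-1 the pathways past the adjusted threshold were cytokine-cytokine receptor interaction (14 of 99 genes, adjusted p = 0.000172) and neuroactive ligand-receptor interaction (11 of 73 genes, adjusted p = 0.000801). For ferroptosis, the setting that moved the adjusted p-value most was the likelihood ratio test in THP-1, to 0.0456, and limma's camera over all tested genes in U-937, to 0.00478. Under the other settings it lay between 0.0835 and 1 in THP-1 and between 0.424 and 1 in U-937.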

The top 20 signaling pathways were shown in Figure 5B, and there were four statistically significant common pathways: ferroptosis, regulation of lipolysis in adipocytes, PPAR signaling pathway, and bile secretion. Among them, ferroptosis is closely correlated with cell death induced by honokiol.

**FIGURE 5:**
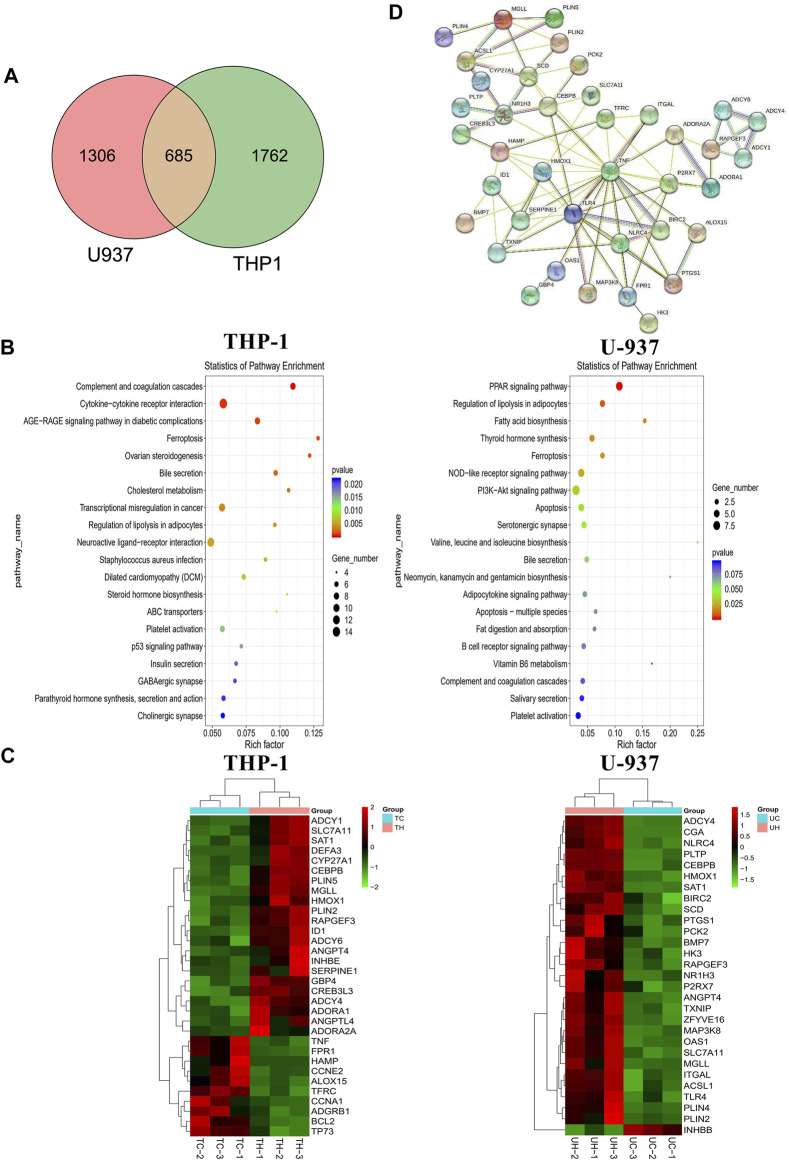
The mechanism of the inhibitory effect of honokiol on THP-1 and U-937 cells. **(A)** Venn diagram. **(B)** KEGG pathway analyses of all differentially expressed genes. **(C)** Heatmap of the partial differentially expressed genes. **(D)** Protein-Protein interaction (PPI) Network diagram.

Additionally, we generated a heat map portraying the expression of the relevant genes in these pathways (Figure 5C). 

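Of the 32 genes shown for THP-1 in Figure 5C, 28 were past the FPKM limit, and DEFA3, ADCY4, HAMP and CCNA1 were not. All 28 changed in the direction shown, 20 higher and 8 lower with honokiol, without overlap between the 3 honokiol and the 3 DMSO libraries, and with an absolute log2 fold change over 1. Their log2 fold changes ran from -2.15 (FPR1) to 2.25 (PLIN2), and their largest unadjusted p-value was 0.0130. Over all genes tested, 1 of the 28, MGLL, had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, and adjusted over the list alone all 28 had. Of the 29 genes shown for U-937, 26 were past the limit, and CGA, BMP7 and RAPGEF3 were not. All 26 changed in the direction shown without overlap, 25 higher and 1 lower, and 21 of them had an absolute log2 fold change over 1. PCK2, HK3, ZFYVE16, ITGAL and ACSL1 did not. The log2 fold changes ran from -1.74 (INHBB) to 3.52 (PLIN2). NLRC4, PLTP and SAT1 were past the threshold over all genes. Adjusted over the list alone, all 26 had an adjusted p-value under 0.05, and 21 also had an absolute log2 fold change over 1. The study chose both lists on these libraries, so the counts over the lists alone are not independent evidence. PLTP (ENSG00000100979, chromosome 20) rose in U-937 cells from an FPKM of 11.3 ± 1.27 to 30.9 ± 0.360 (SD, n = 3), a log2 fold change of 1.35 (standard error 0.15, adjusted p = 0.0337).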

In the ferroptosis pathway, HMOX1 (Heme Oxygenase 1, HO-1) and SAT1 (Spermidine/Spermine N1-Acetyltransferase 1) were upregulated significantly in the group treated with honokiol, as was SLC7A11 (Solute Carrier Family seven Member 1, XCT), compared to the control group treated with DMSO only. Also, the expression of CEBPB (CCAAT Enhancer Binding Protein Beta), a gene closely related to the cell differentiation of AML (Guerzoni et al., 2006; Novikova et al., 2021), increased significantly after honokiol treatment.

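HMOX1 (ENSG00000100292) lies on chromosome 22 of GRCh38 from 35380361 to 35390293. Its FPKM rose in THP-1 cells from 3.29 ± 1.23 with DMSO to 11.4 ± 2.52 with honokiol (SD, n = 3), a log2 fold change of 1.68 (standard error 0.34, adjusted p = 0.154 from edgeR's quasi-likelihood test). In U-937 cells it rose from 2.62 ± 0.513 to 7.69 ± 1.58 (SD, n = 3), a log2 fold change of 1.43 (standard error 0.22, adjusted p = 0.0637). With each replicate left out in turn, the log2 fold change stayed between 1.39 and 1.91 in THP-1 and between 1.27 and 1.54 in U-937 cells. SAT1 (ENSG00000130066, chromosome X, 23783173 to 23786226) rose in THP-1 cells from an FPKM of 5.57 ± 1.87 to 18.1 ± 6.36 (SD, n = 3), a log2 fold change of 1.65 (standard error 0.32, adjusted p = 0.136). In U-937 cells SAT1 rose from 14.4 ± 0.849 to 50.8 ± 4.12 (SD, n = 3), a log2 fold change of 1.72 (standard error 0.13, adjusted p = 0.00727), and was the only one of these 3 genes past the threshold. With each replicate left out in turn, the adjusted p of SAT1 in U-937 ran from 0.0228 to 0.0765 and was under 0.05 in 3 of the 6 fits. SLC7A11 (ENSG00000151012, chromosome 4, 138164097 to 138242349) rose in THP-1 cells from an FPKM of 1.00 ± 0.248 to 2.94 ± 1.01 (SD, n = 3), a log2 fold change of 1.48 (standard error 0.32, adjusted p = 0.168). In U-937 cells SLC7A11 rose from 2.65 ± 0.545 to 7.50 ± 1.39 (SD, n = 3), a log2 fold change of 1.42 (standard error 0.21, adjusted p = 0.0606). For each of the 3 genes, every honokiol library lay above every DMSO library of its line. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1. With DESeq2, HMOX1 had an adjusted p of 0.000175 in THP-1 and 1.55e-06 in U-937 cells, where the adjusted p over the alternatives run for this gene ran from 0.000175 to 0.511 in THP-1 and from 1.55e-06 to 0.227 in U-937. Among the pathways shared by the lines, the paper states that ferroptosis is the one related to the cell death that honokiol causes. The paper proposes from its further assays of the cells that HMOX1 mediates it.

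**Figure D1:**
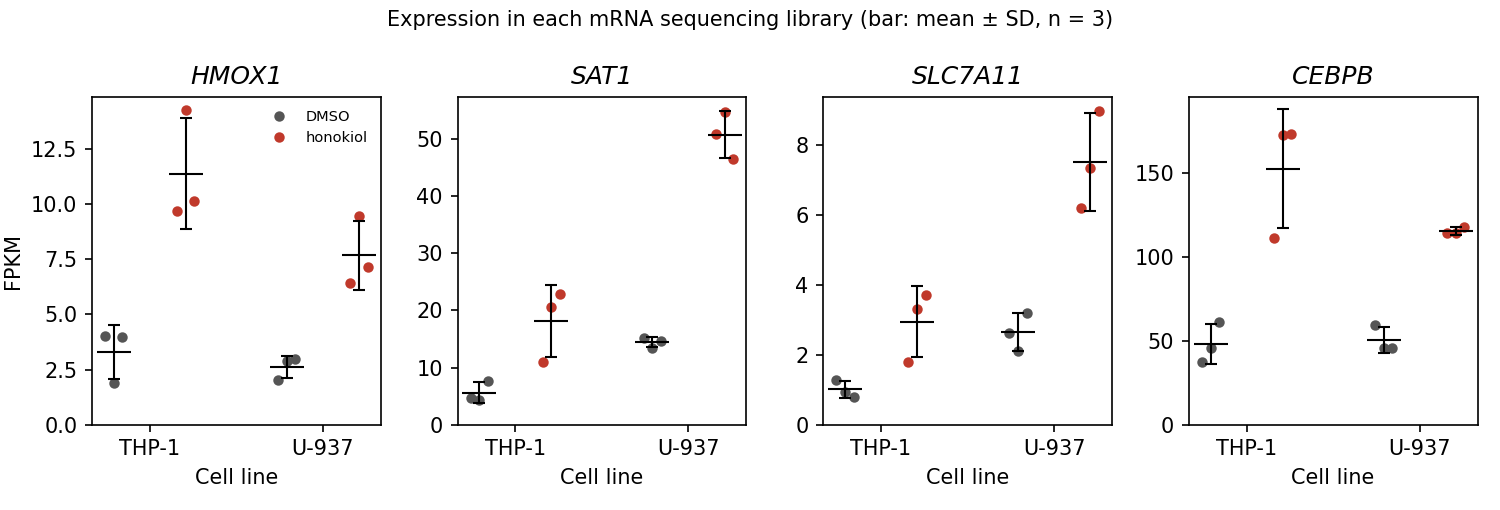
FPKM (vertical axis) of HMOX1, SAT1, SLC7A11 and CEBPB in each mRNA sequencing library of THP-1 and U-937 cells (horizontal axis) with DMSO (gray points) or honokiol (red points). Bars give the mean and SD of 3 libraries, and in each panel the honokiol points of a line lie above its DMSO points.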

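CEBPB (ENSG00000172216) lies on chromosome 20 of GRCh38 from 50190830 to 50192668. Its FPKM was 48.1 ± 12.0 with DMSO and 152.4 ± 35.5 with honokiol in THP-1 cells (SD, n = 3), a log2 fold change of 1.62 (standard error 0.22, adjusted p = 0.0607 from edgeR's quasi-likelihood test). In U-937 cells it was 50.4 ± 7.97 and 115 ± 2.23 (SD, n = 3), a log2 fold change of 1.10 (standard error 0.16, adjusted p = 0.0624). The honokiol and DMSO libraries did not overlap in either line. With all 12 libraries in one fit the adjusted p was 0.0148 in THP-1 and 0.0310 in U-937 cells, past the threshold, and the same held without honokiol replicate 1 in THP-1 (0.0368) and without DMSO replicate 1 in U-937 (0.0296). Over the alternatives run for this gene it ran from 2.65e-08 to 0.282 in THP-1 and from 5.26e-06 to 0.228 in U-937.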

In order to determine the relationships and interactions amongst these common genes in both cell lines, we performed PPI (protein-protein interaction network) analysis using STRING software. As shown in Figure 5D, HMOX1, the key member of the noncanonical ferroptosis mechanism, interacted with seven genes: SLC7A11, TFRC, HAMP, TNF, TLR4, SERPINE1, and TXNIP. 

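TFRC (ENSG00000072274, chromosome 3) fell in THP-1 cells from an FPKM of 59.1 ± 6.45 to 25.0 ± 5.02 (SD, n = 3), a log2 fold change of -1.30 (standard error 0.18, adjusted p = 0.0622 from edgeR's quasi-likelihood test). In U-937 cells TFRC was 58.7 ± 25.6 with DMSO and 58.7 ± 7.74 with honokiol (SD, n = 3), a log2 fold change of -0.07 (standard error 0.30, adjusted p = 0.931). The difference between the lines was 1.21 (adjusted p = 0.362). TNF (ENSG00000232810, chromosome 6) was lower with honokiol in both lines, with a log2 fold change of -1.84 in THP-1 (adjusted p = 0.136) and of -1.04 in U-937 cells (adjusted p = 0.326), where the libraries of the 2 treatments overlapped. TLR4 (ENSG00000136869, chromosome 9) changed by 0.26 on the log2 scale in THP-1 (adjusted p = 0.624) and by 1.03 in U-937 cells (adjusted p = 0.116). TXNIP had an adjusted p of 0.172 in THP-1 and 0.0711 in U-937 cells. HAMP (ENSG00000105697, chromosome 19) lay under the FPKM limit in both lines, with 8, 12 and 38 counts in the DMSO and 0 in the honokiol libraries of THP-1. In U-937 cells it had 9, 12 and 27 counts with DMSO and 4, 5 and 14 with honokiol. These counts, of a few fragments each, were not tested.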

Two of which, SLC7A11 and TFRC, were involved in ferroptosis.

We further detected more ferroptosis-related markers including TFR1 (TFRC), ACSL4, PTGS2, CHAC1 and SAT1 using qPCR. Three cell lines THP-1, U-937 and SKM-1 were treated with honokiol at the concentration of 20, 35, 30 μM respectively for 12h, and mRNA expression of the ferroptosis-related genes was detected by qPCR. The results showed there was no identical change for TFR1 (TFRC), ACSL4, PTGS2 and CHAC1 in these 3 cell lines, however, the mRNA expression of SAT1 increased in all the 3 cell lines treated with honokiol, which was consistent with the results of mRNA sequencing. Thus, our result suggested that SAT1 may play an important role in ferroptosis induced by honokiol (Supplementary Figure S2).

### Honokiol Enhanced Lipid Peroxidation in THP-1, U-937, and SKM-1 Cells

As the existence of lipid peroxide serves as one of the most reliable pieces of evidence of ferroptosis, we opted to investigate the level of lipid peroxide in THP-1, U-937, and SKM-1 cells after being treated with honokiol for 12 h. It was shown in Figure 6 that honokiol elevated the expression of lipid peroxide in these cell lines. Moreover, the lipid peroxide level positively correlated with the concentration of honokiol within a specific concentration range. These data provide strong evidence for ferroptosis being induced by honokiol.

**FIGURE 6:**
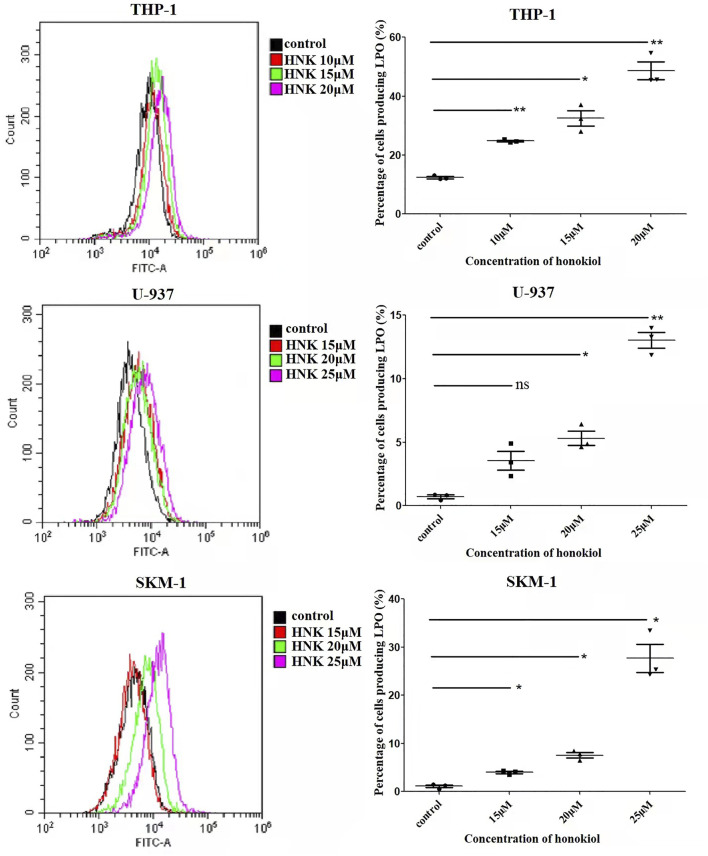
Effects of honokiol on lipid peroxidation in THP-1, U-937, and SKM-1 cells. The cells were incubated with different concentrations of honokiol for 24h, then liperfluo was added for flow cytometry analysis. Statistical analysis of lipid peroxide was presented as scatter plots (*, *p* < 0.05; **, *p* < 0.01).

### Honokiol Induced Ferroptosis by Upregulating HMOX-1, Not by Downregulating SLC7A11

To verify the expression of ferroptosis-related genes, qPCR and WB were used. The qPCR results (Figure 7A) indicated that the mRNA level of HMOX1 and SLC7A11 in THP-1, U-937, and SKM-1 cells treated with honokiol were upregulated significantly compared to the control group at 6 and 12 h. WB results further revealed that honokiol enhanced the protein expression level of both genes (Figure 7B). As both upregulation of HMOX1 and downregulation of SLC7A11 promoted ferroptosis, we postulate that the ferroptosis induced by honokiol in these cells mediated by the overexpression of the HMOX1 protein. The effect of SLC7A11 on ferroptosis induced by honokiol needs to be clarified in future studies.

**FIGURE 7:**
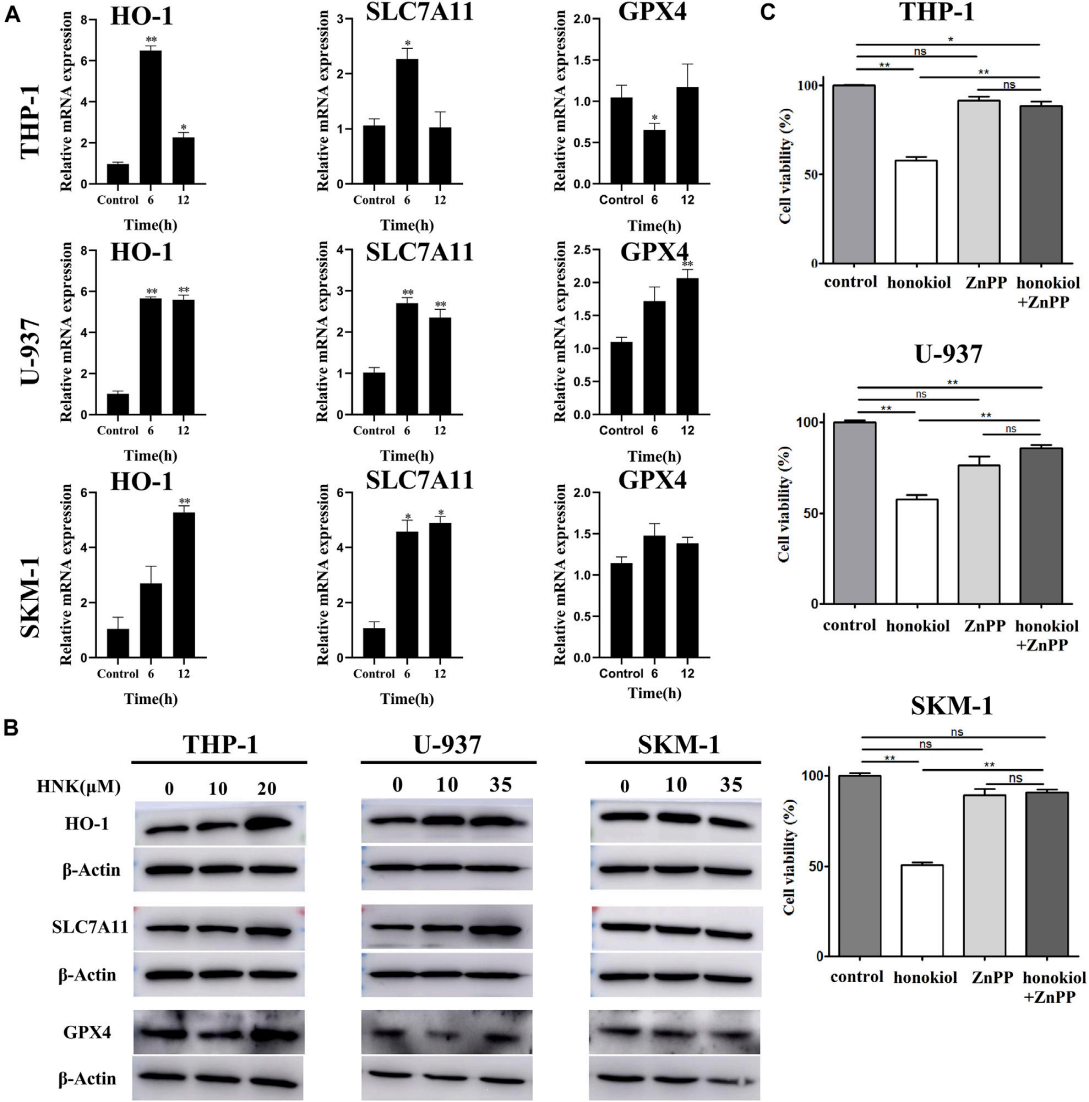
HMOX1 is a necessary molecule to induce ferroptsis in AML cells induced by honokiol. **(A)** The mRNA expression of HMOX-1, SLC7A11, and GPX4 after honokiol treatment, showing Honokiol increased the expression of HO-1 and SLC7A11. The statistical analysis of mRNA expression was presented as bar graphs (*, *p* < 0.05; **, *p* < 0.01). **(B)** Western blot results on the protein expression of HMOX-1, SLC7A11, and GPX4 in 3 cell lines. **(C)** HMOX1 inhibitor ZnPP rescued the ferroptosis of AML cells induced by honokiol. Compared with honokiol treatment group, the cell viability of honokiol combined with ZnPP treated group was significantly increased (**, *p* < 0.01).

### HMOX1 Inhibitor ZnPP Rescued the Ferroptosis of AML Cells Induced by Honokiol

To learn if HMOX1 is a necessary molecule to induce ferroptsis in AML cells induced by honokiol, three AML cell lines U-937, THP-1 and SKM-1 were treated with DMSO as control, honokiol and honokiol combined with HMOX1 inhibitor ZnPP respectively. CCK-8 assay was used to measure cell viability after treatment of the cells for 24 h and the concentrations of honokiol used were for THP-1: 20 μM, U-937: 35 μM and SKM-1: 30 μM. AS shown in Figure 7C, compared with honokiol treated group, the cell viability of honokiol combined with ZnPP treated group was significantly increased (**, *p* < 0.01), suggesting that HMOX1 inhibitor ZnPP can rescue the ferroptosis of AML cells and HMOX1 is a necessary molecule to induce ferroptosis in AML cells induced by honokiol.

To confirm ferroptosis as the major cause of cell death in AML induced by honokiol, we used Ferrostatin -1 as a ferroptosis inhibitor that has proven to inhibit ferroptosis by preventing the accumulation of ROS from lipid peroxidation. THP-1, U-937 and SKM-1 cells were pretreated with Ferrostatin-1 (5 μM) for 2 h, then honokiol was added to the cell culture at specified concentration and incubated for 24 h. Cell viability of the three cell lines was measured by CCK-8 assay. The result indicated that the ferroptosis inhibitor Ferrostatin-1 partially rescued honokiol-induced cell death in THP-1, U-937 and SKM-1 cells, suggesting that these cells underwent ferroptosis after honokiol treatment (Supplementary Figure S3).

## Discussion

AML is characterized by high chemoresistance, high recurrence risk, and poor prognosis (Siegel et al., 2021). Although several recently approved pharmacologic agents expanded AML treatment options, the outcomes of chemoresistant patients, accounting for 35–45% of new cases, are still unsatisfactory with less than 30% of long-term survival rate (Song et al., 2018; Shallis et al., 2019). Till now, practitioners have resorted to using a few Chinese herb extracts, including arsenic trioxide and HHT, to treat AML (Stahl and Tallman, 2019; Zhang et al., 2019; Zhou et al., 2020) effectively,. Notwithstanding the above, new effective therapeutic strategies or drugs for AML are still in urgent need.

Honokiol has recently attracted more attention due to its potent anti-cancer activity and low cytotoxicity (Ong et al., 2019). In this study, we evaluated the anti-leukemia effect of honokiol from one Chinese herb in AML-M5 subtype cell lines THP-1, U-937, and SKM-1 with complex karyotypes, which are closely associated with poor prognosis of AML patients (Daneshbod et al., 2019; Mrózek et al., 2019). Firstly, HNK inhibited the viability of THP-1, U-937, and SKM-1 cells, but showed almost no cytotoxicity for the normal PBMCs. Further experimental results demonstrated that HNK could induce cell cycle arrest at the G0/G1 phase and inhibit the leukemic colony formation of THP-1 and SKM-1 cells. Additionally, the dead cells mainly accumulated in the upper right quadrant with the late apoptotic cells regardless of the concentration of honokiol used. These results suggest that HNK inhibits AML cells’ proliferation by nonapoptotic programmed death manner. 

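In THP-1 cells, the apoptosis pathway of KEGG had 7 of its 116 tested genes among those with an unadjusted p-value under 0.05 and an absolute log2 fold change over 1 (one-sided Fisher's exact test, p = 0.0458, adjusted p = 0.577). These were BCL2, BCL2A1, CTSF, CTSL, DDIT3, TNF and TNFSF10. In U-937 cells it had 5 of 112, BCL2L11, BIRC2, CASP2, CTSD and DDIT3 (one-sided Fisher's exact test, p = 0.124, adjusted p = 1). The pathway named apoptosis in multiple species had 2 of 28 genes in THP-1 (adjusted p = 0.884) and 2 of 26 in U-937 cells (adjusted p = 1). With the p-values adjusted over all genes, neither apoptosis pathway held a DEG in either line.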

Our transcriptome sequencing results showed that the only cell death mode induced by honokiol in THP-1 cells was ferroptosis, whereas that in U-937 cells was ferroptosis and apoptosis (Figure 5B). Moreover, ferroptosis is statistically the primary cell death mode in U-937 cells compared to apoptosis (Figure 5B). 

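Of the 311 pathways tested in U-937 cells, ferroptosis ranked 10 by p-value, apoptosis 27 and apoptosis in multiple species 28 for genes with an unadjusted p-value under 0.05 and an absolute log2 fold change over 1. For DEGs, ferroptosis, with 1 DEG, ranked 3, and the 2 apoptosis pathways, with none, shared rank 10. Only 5 DEGs had a pathway, so the order by DEGs rests on 1 gene. The share of tested genes that had an unadjusted p-value under 0.05 and an absolute log2 fold change over 1 was 0.0909 for ferroptosis, 0.0446 for apoptosis and 0.0769 for apoptosis in multiple species. Among all genes with a pathway the share was 2.36%. The pathways were not tested against each other.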

Different from many known cell death modes, Ferroptosis is a ROS-dependent type of cell death accompanied by iron accumulation and lipid peroxidation (Tang et al., 2021a). The accumulation of lipid peroxide is considered the primary feature of ferroptosis (Li et al., 2020b). It was found that increased lipid peroxide occurred in THP-1, U-937, and SKM-1 cells, suggesting that honokiol may induce ferroptosis-like cell death.

Based on the existing data, ferroptosis is mainly divided into downregulated GPX4-induced and upregulated HMOX1-induced (Chang et al., 2018; Hassannia et al., 2018; Li et al., 2020a). Honokiol elevated the expression of HMOX1 but did not inhibit the expression of GPX4. Therefore, HMOX1 is considered directly responsible for the ferroptosis induced by honokiol.

An increasing number of studies have shown that HMOX-1 plays a dual role in ferroptosis. A proper cellular level of HMOX1 plays an antioxidative function to protect cells from ROS toxicity (Ryter and Tyrrell, 2000). However, its overexpression has pro-oxidant effects to induce ferroptosis of cells, which is dependent on intracellular iron accumulation and increased ROS content upon excessive activation of HMOX1 (Chang et al., 2018). Several HO-1 inhibitors have been discovered and are widely used. ZnPP (Zinc Protoporphyrin Zn(II)-protoporphyrin IX), a heme analog, has been widely used in studying HO-1 in ferroptosis (Tang et al., 2021b). It may competitively inhibit enzymatic activity by occupying the heme-binding site of HMOX-1. In AML cell lines THP-1, U-937, and SKM-1, ZnPP inhibited honokiol-induced cell ferroptosis significantly. Here, it was concluded that honokiol materially enhanced the expression of HMOX1, which led to the ferroptosis of THP-1, U-937, and SKM-1 cells. However, our study found that after honokiol treatment, the expression of SLC7A11 was also upregulated. This detected change is different from that in previously published data. SLC7A11 serves as one of the essential regulatory factors of ferroptosis. It protects cells from ferroptosis by importing cystine for the biosynthesis of glutathione (Stockwell et al., 2017). However, there is evidence that drugs, radiation, and other stimuli can induce cancer cells to adapt to these stress conditions by increasing the expression of SLC7A11, which is often unrelated to ferroptosis (Lin et al., 2020; Koppula et al., 2021). In tumors, SLC7A11 regulates nonferroptotic cell death, cell proliferation, drug-/radio-resistance, and tumor immunity, all of which are dependent on cystine import and/or glutamate export mediated by SLC7A11 (Zhou et al., 2020). Based on these data, we conjectured that there might be two functions of overexpressed SLC7A11 induced by honokiol. First, the overexpression of SLC7A11 due to negative feedback on lipid peroxide induced by HMOX-1 could regulate redox homeostasis by importing cystine in AML cells. Secondly, SLC7A11 may also induce cell death by excessive cysteine intake, which is likely toxic to cells (Koppula et al., 2021).

In short, honokiol has a significant inhibitory effect on THP-1, U-937, and SKM-1 cells, which is achieved by honokiol through ferroptosis, a novel cell death mechanism confirmed by mRNA sequencing technology and typical marker detection. The results of our present study suggest that honokiol triggers phenotype features of ferroptosis in AML cells by increasing the expression of HMOX1. Moreover, the HMOX1 inhibitor ZnPP rescued the ferroptosis of AML cells induced by honokiol. Therefore, these data highlight that honokiol plays a vital anti-cancer role in AML through activating the ferroptosis pathway and that HO-1 is the crucial regulating molecule in this pathway. However, it is critical to note that the results of this study also suggest that the level of SLC7A11 expression detected is contradictory to that in other published studies of ferroptosis, so the function of SLC7A11 in honokiol treatment remains to be clarified. Additionally, the anti-cancer effects of honokiol were only examined on three AML cell lines. Therefore, whether honokiol can be used as a broad-spectrum anti-leukemia drug remains uncertain. Nevertheless, our study explains the potential molecular mechanism of the anti-cancer activity of honokiol and paves the ground for further studies on the topic.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo; GSE200099.

# Supplementary material for: Honokiol Induces Ferroptosis by Upregulating HMOX1 in Acute Myeloid Leukemia Cells
**Source:** Front Pharmacol. 2022 May 11;13:897791. doi: 10.3389/fphar.2022.897791
**Supplement:** Supplementary file 3

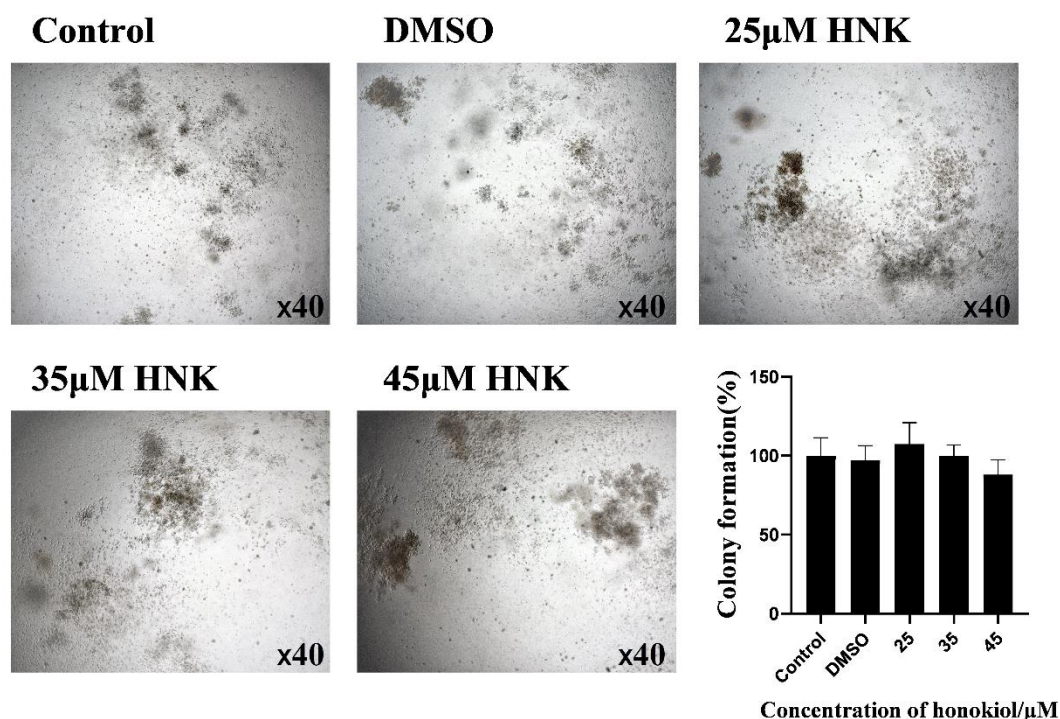

**Figure S1. Determination for toxicity of honokiol toward normal hematopoietic stem/progenitor cells using colony formation assay.**

Normal hematopoietic stem/progenitor cells were isolated from cord blood of health donors with informed consent. 1000 enhanced hematopoietic stem/progenitor cells were incubated with specific concentration of honokiol as indicated (25, 35 and 45μM) in 100 μl of methyl-cellulose medium per well of 96-well plate (MethoCult H4434, STEMCELL Technologies) containing cytokines and 10% FBS. The groups without honokiol treatment and with DMSO were used as controls. After about 14 days, the total colony formation numbers of containing all the BFU-E-, CFU-GM-, and CFU-GEMM- derived colonies in different groups were counted, and the statistical result was shown in the bar chart. There were no significant differences in colony formation numbers among these groups treated with or without honokiol, indicating honokiol had no obvious toxicity for normal hematopoietic stem/progenitor cells at the concentration of less than 45μM. Three replicated experiments were performed and the bar chart represents mean  $\pm$  SD of colony formation units.

How the deposited data were processed for this re-analysis (not part of the article)

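Poly(A) mRNA of THP-1 and U-937 cells treated with honokiol or DMSO for 24 h was sequenced in 12 libraries, 3 for each line and treatment. The dose of the sequenced cells is not given in the paper's sequencing methods, and the sample labels list the 2 doses of the paper's other assays, 20 and 35 μM, without naming the line. The labels and the methods also name different sequencing instruments and different amounts of RNA, and the series text describes a microarray, while the table holds sequencing values. The authors' aligner, counting tool, genome build and annotation are not stated.

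The deposited table holds, for each gene and library, an FPKM value with 2 decimals and an estimated count, both as deposited by the authors. The authors' FPKM values are scaled to transcript length and library size, and the estimated counts are whole numbers per gene that the authors did not normalize. It lists the genes with a count above 0 in at least 1 library. Of its 36866 genes, 35762 were found in GENCODE 29. The counts are estimates from coverage, since the values 4, 8, 12 and 16 are frequent, and a fragment is mostly worth 4 counts. The sums per library therefore overstate the number of fragments. The supplementary count table was held in part, with 1998 of its genes and 58614 left out. Its counts were identical to the deposited ones for the 1200 genes in both tables. Libraries of one group correlated at r of 0.959 to 0.978 on the log2 CPM scale. In THP-1, honokiol replicate 1 correlated at 0.9720 and 0.9725 with honokiol replicates 2 and 3. Its r was higher with DMSO replicates 2 (0.9747) and 3 (0.9739) and lower with DMSO replicate 1 (0.9547). By this measure it was at least as close to 2 DMSO libraries as to its own group.

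Before the tables were seen, the test planned was limma-trend on log2(FPKM + 0.5), to be replaced by a count test if the table held raw counts. It held whole-number counts that are estimates, so this condition was not strictly met. The use of edgeR's quasi-likelihood test was thus a choice made after the table was seen. The planned test was kept as an alternative. It gave 0 DEGs in THP-1, 16 in U-937 and 2 genes for the difference between the lines. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used. Genes with an FPKM of at least 0.5 in at least 3 of the 6 libraries of a line were tested, with TMM normalization and no term for the replicate. A DEG has a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 1, the criterion of the paper's methods. The methods name no test for the mRNA sequencing, and the paper's general statement names ANOVA and the t-test. The difference between the lines was tested in one fit of the 12 libraries, on genes past the limit in at least 3 of them. KEGG pathways with at least 5 tested genes were tested by a one-sided Fisher's exact test. The 12 gene lists were tested by limma's camera with a preset correlation of 0.01, beside fry and camera with an estimated correlation.

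The genes named are those the paper names for the mRNA sequencing, the network or the qPCR or shows in Figure 5C. To these were added, in each line, up to 5 DEGs that rose most and 5 that fell most among those with a mean FPKM of at least 1, no overlap between treatments and a gene symbol. A result that this rule covers is not reported here. Genes named outside this rule were chosen after their values were seen. The test was checked on simulated counts with 200 changed genes, in which the difference between lines was called for 140 of 200 among 16283 genes. The simulated changes were all clearly past a log2 fold change of 1, so smaller changes were not covered. Of the unchanged genes 13 were called in THP-1 and 12 in U-937.

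Alternatives covered the pseudocount, the filter, the normalization, the trend, a replicate block, one fit of all libraries, the criterion, the background and test of the pathways, and each replicate left out. Added after the values were seen were the counts divided by 4, DESeq2, RLE size factors, the likelihood ratio, exact and robust tests, linear models of the FPKM values and combinations of these. The single-gene results were restricted, after the alternatives had been computed, to the genes of Figure 5C in their line, the genes of the text and the named DEGs. Raw reads were not used here.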

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

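The comparisons of summed counts at GDF1 and CERS1 and of RNA from THP-1 cells were chosen after the results had been seen, and the genes and lists singled out below were found in the same libraries that test them.

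The response to honokiol differed between THP-1 and U-937 cells for 18 genes (adjusted p-value under 0.05 from edgeR's quasi-likelihood test of the difference). Of 60 regroupings of the libraries within the lines, the real one included, 3 called as many genes. The others called a median of 1 and at most 431 genes. The next highest count was 19. The real split with the treatments swapped in U-937 could also be drawn. That regrouping adds the responses of the lines, so it is not a comparison without an effect. Which regrouping gave the 431 calls was not recorded. This test thus cannot decide whether the count of 18 is set apart from a regrouping of the same libraries. Of the 18 genes, 10 lay under the FPKM limit in U-937 cells and 2 in THP-1 cells, and a fit of only the genes past the limit in both lines called 0, with an unadjusted p-value under 0.05 for 1148 genes and a smallest adjusted p-value of 0.0573. Counts near the floor in 1 line may therefore account for most of the calls. Several of the genes under the limit in U-937 were abundant in THP-1 cells and rose from 0 counts in the U-937 honokiol libraries, as RHOB did (19 to 26 counts, 2.36% of its THP-1 level). RNA of THP-1 cells in these libraries could give such counts, but TKTL1 reached 0.112% and SCUBE1 0.108% of their THP-1 levels, and ACP6, PXDC1 and TFAP2C fell to 0 counts. Over the 20 most abundant genes found only in THP-1, the lowest median share in a U-937 honokiol library was 0.167%, below the 0.188% in DMSO replicate 1 of U-937 and above the other DMSO libraries. With 1 DMSO library making the overlap, a trace of THP-1 RNA cannot be told apart from a response to honokiol for these genes.

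Among the genes past the limit in both lines, TXNIP differed by 1.82 on the log2 scale, lower with honokiol in 3 of 3 THP-1 libraries and higher in 3 of 3 U-937 libraries than in every DMSO library. FOXC1 (-1.96) and FKBP4 (-1.06) were higher in THP-1 and lower in U-937, again without overlap in either line. DAPP1 (1.75) rose without overlap in U-937 and overlapped in THP-1, ARRDC3 (1.55) rose without overlap in both lines and more in U-937, and SSH3 (-2.18) fell without overlap in U-937 and overlapped in THP-1. With the counts divided by 4, 0 genes were called for the difference, so a biological reading of these 6 genes is a hypothesis. The dose also differed between the lines if the doses of the paper's other assays were used, and no test here parts dose from line.

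The median difference between the lines was 0.22 for ATF4 targets (adjusted p = 0.0163 from limma's camera), 0.29 for S phase genes (6.40e-05), 0.53 for LXR targets (0.000451) and 1.00 for interferon-stimulated genes (7.22e-06). No regrouping of the libraries was run for these differences. With fry, which takes the correlation within a list from the libraries, the LXR targets had an adjusted p of 0.00289 and the interferon-stimulated genes of 0.119. Only the LXR targets also passed with an estimated correlation (0.0442). The differences for the other 3 lists thus rest on the preset correlation of camera. The list of LXR targets has 11 tested genes here, 3 of which the paper shows in Figure 5C, so it is not independent of the paper's choice.

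Among the DEGs that the paper does not discuss, GDF1 rose by 2.68 and CERS1 fell with a log2 fold change of -2.07 in THP-1 cells. The 2 genes overlap on 1 strand, and their summed counts had a log2 fold change of -0.44 (adjusted p = 0.402). A shift of reads between the 2 genes, in the authors' counting or through a change of transcript, could thus give both calls. Genes that overlap another on their strand made up 66.7% of the DEGs of THP-1 against 31.0% of its tested genes (two-sided Fisher's exact test, p = 0.0785), and 30.8% of the DEGs of U-937 against 31.8% (p = 1). With so few DEGs, an effect of overlap on the DEGs as a group cannot be told apart from none. MIR4707, at least 43.7-fold higher in U-937 cells, lies within HAUS4 and could hold reads of that gene, and KCNE1 (2.21) overlaps AP000324. Neither was tested on its own.

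ABCG1 rose by 2.41 in THP-1 cells, in 3 of 3 honokiol libraries above every DMSO library. ARRDC3 (2.06) rose and TMEM120B (-2.03) and UBE2N (-1.06) fell in U-937 cells, each in 3 of 3 honokiol libraries beyond every DMSO library. None of these 4 genes overlaps another on its strand. On the other strand, ARRDC3 overlaps ARRDC3-AS1, TMEM120B overlaps RHOF and UBE2N overlaps NUDT4, and an effect of this was not tested. With 1 replicate left out, ABCG1 stayed past the threshold in 2 of the 6 fits (adjusted p from 0.0307 to 0.169), TMEM120B in 1 (0.0296 to 0.144), and ARRDC3 (0.0532 to 0.168) and UBE2N (0.0656 to 0.168) in 0. The treatment is the biological difference that the design names. Of the 10 splits of the libraries of a line, 1, the real one, gave as many DEGs in THP-1 and 1 in U-937, and 10 splits cannot give a share under 0.1.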

How the results depend on the processing

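The 21 alternatives listed as added, which are named as such below, were chosen after the results had been seen, and so was the restriction of the single-gene results to the genes of Figure 5C in the line where the paper shows them, the genes of its text and the DEGs named here. The alternatives not listed as added, the 12 gene lists and the rule for naming genes were set before the data were examined. The list tests with a replicate left out were not among those planned.

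The direction of HMOX1 was the same in both lines under each alternative in which single genes were tested. The combinations that were added for the number of DEGs alone, named below, were not run for single genes. With each replicate left out in turn its log2 fold change ran from 1.39 to 1.91 in THP-1 and from 1.27 to 1.54 in U-937. It passed the threshold with an unadjusted p-value (1.68 and 1.43) and, among the added alternatives, with DESeq2 (1.67 and 1.42), the likelihood ratio test (1.68 and 1.43) and that test without filter at an unadjusted p-value (1.68 and 1.41). None of the other alternatives in which single genes were tested carried it past the threshold, and the adjusted p ran from 0.000175 to 0.511 in THP-1 and from 1.55e-06 to 0.227 in U-937.

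The number of DEGs depended on the test. In THP-1 it was 0 with limma-trend on log2(FPKM + 1), log2(FPKM + 0.1) or, added, log2(FPKM + 0.5), without the filter, with a mean FPKM of at least 5, with quantile normalization, without the trend and with a replicate block. An unadjusted p-value gave 408 genes. In U-937 it was 7 with quantile normalization and 0 with the block. All 12 libraries in one fit gave 33 DEGs in THP-1, 108 in U-937 and 9 in both. An unadjusted p-value gave 347 in U-937 and 46 in both. The same-numbered replicates do not pair (r of their deviations from -0.18 to 0.13), so the block costs degrees of freedom without removing a shared difference.

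Among the added alternatives, DESeq2 gave 250 DEGs in THP-1, 223 in U-937 and 26 in both. The likelihood ratio test gave 203, 185 and 23, edgeR's exact test 197, 175 and 23, and the robust quasi-likelihood test 24 in U-937. Without the filter, DESeq2 gave 363, 287 and 38, the likelihood ratio test 314, 269 and 34 and the exact test 254, 196 and 32. With an unadjusted p-value, DESeq2 gave 422, 333 and 50, the likelihood ratio test 461, 400 and 57, the exact test 451, 391 and 54 and limma-trend on log2(FPKM + 0.5) 220, 188 and 32. Without the filter and with an unadjusted p-value, the quasi-likelihood test gave 1157, 982 and 125, DESeq2 1175, 941 and 128, the exact test 1227, 999 and 126 and the likelihood ratio test 2147, 1896 and 239. A linear model of the FPKM values of each gene without filter gave 1005, 867 and 70 genes at an unadjusted p-value with the limit on the fold change, and 2555, 2828 and 403 without it. The fold change of the FPKM values alone gave 11077, 10604 and 4216. On the simulated counts DESeq2 called 37 unchanged genes in THP-1 and 30 in U-937, and the likelihood ratio test 30 and 39, where the quasi-likelihood test called 13 and 12. Beyond this, the cause of the difference between tests was not tested.

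With each replicate left out in turn there were 0 to 43 DEGs in THP-1 (43 without honokiol replicate 1), 0 to 6 in U-937 (0 without DMSO replicate 2) and 0 to 1 in both (1 without honokiol replicate 1). These fits hold fewer libraries. Pearson's r between the lines ran from 0.25 to 0.36 over them. It was 0.35 with limma-trend on log2(FPKM + 1), 0.071 without the filter, 0.42 with a mean FPKM of at least 5 and 0.11 with all 12 libraries in one fit. Genes with few counts thus lower r, since it rose with a stricter filter and fell without one.

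The over-representation of ferroptosis had an adjusted p under 0.05 in THP-1 only with the added likelihood ratio test (0.0456) and in U-937 only with camera over the tested genes (0.00478). It was 1 in every fit that left out a replicate. Of the gene and line pairs of Figure 5C, 2 were DEGs with quantile normalization, 0 with the block, 18 with all 12 libraries in one fit and 49 at an unadjusted p-value. Among the added alternatives there were 47 with DESeq2, 45 with the likelihood ratio test and 54 with that test without filter at an unadjusted p-value. They numbered 0 to 8 with a replicate left out (8 without honokiol replicate 1, 0 without DMSO replicate 2).

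The difference between the lines was called for 3 genes with limma-trend on log2(FPKM + 1), 1 on log2(FPKM + 0.1), 10 with a mean FPKM of at least 5, 3 with quantile normalization, 4 without the trend and 0 with the block. Among the added alternatives it was called for 2 on log2(FPKM + 0.5), 244 with DESeq2, 0 with the counts divided by 4 and 198 with the likelihood ratio test. With a replicate left out of each group it was called for 0 to 7 genes (7 without DMSO replicate 1, 0 without honokiol replicate 2). Of the list tests, 12 passed with the preset correlation, 3 with an estimated correlation, and, in fits that were not planned, 12 to 14 with a replicate left out.

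The direction of TFRC in U-937 (log2 fold change -0.07) reversed to 0.10 with limma-trend on log2(FPKM + 1), log2(FPKM + 0.1) or log2(FPKM + 0.5) and without the trend, to 0.11 with quantile normalization and to 0.014 with the block, and ran from -0.37 (without DMSO replicate 1) to 0.23 (without DMSO replicate 2). GPX4 in U-937 reversed to 0.032 with limma-trend on log2(FPKM + 1) or log2(FPKM + 0.5) and without the trend, to 0.033 on log2(FPKM + 0.1) and to 0.034 with quantile normalization, and ran from -0.15 to 0.047 (without DMSO replicate 1). The S phase genes of U-937 reversed to 0.0066 with limma-trend on log2(FPKM + 1). With a replicate left out, GPX4 in THP-1 ran from -0.022 (without honokiol replicate 3) to 0.080. The difference between the lines for HMOX1 ran from -0.64 to 0.078 (without DMSO replicate 2). The G2 and M phase genes of THP-1 ran from -0.19 to 0.091 (without DMSO replicate 1), the cholesterol synthesis genes from -0.058 (without honokiol replicate 2) to 0.13 in THP-1 and from -0.055 (without DMSO replicate 1) to 0.20 in U-937, and the NRF2 targets of U-937 from -0.0084 (without honokiol replicate 3) to 0.21. The cause of these reversals was not tested. Of the other results for single genes and lists under an alternative, 1151 kept their direction and their side of the threshold, 181 passed it and 113 no longer did. With a replicate left out, these were 470, 13 and 91.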

Differences from the paper's values

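The alternatives added to those set before the data were examined were chosen after the values had been seen, apart from the test planned at first. Several of them were run to see which settings give numbers of genes as large as the paper's, and none replaced the test used for the values reported here.

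The paper reports 2447 differentially expressed genes in THP-1 cells, where 6 were found here, and the paper reports 1991 in U-937 cells, where 13 were found here. None of the alternatives set before the data were examined closed either gap, and the most genes under them came with an unadjusted p-value, 408 in THP-1 and 347 in U-937. With the likelihood ratio test without filter at an unadjusted p-value there were 2147 genes in THP-1 and 1896 in U-937, and with a linear model of the FPKM values of each gene at an unadjusted p-value and any fold change 2555 and 2828. Both are within 1.5 times the paper's numbers, both were chosen after seeing the values, and neither uses the adjusted p-value that the paper's methods state.

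The paper reports 685 genes common to both lines, where 0 were found here and 46 at an unadjusted p-value. None of the alternatives set before the data were examined closed this gap. The 2 settings above, chosen after seeing the values, shared 239 and 403 genes, which still differ from the paper's number, and the fold change of the FPKM values alone shared 4216.

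The rich factor of the ferroptosis pathway, the share of its tested genes that are DEGs, is about 0.13 for THP-1 in Fig. 5B, read by eye, where it was 0 here. For U-937 the paper's value is about 0.077 in Fig. 5B, read by eye, where it was 0.0303 here. An unadjusted p-value gave 0.143 in THP-1 and 0.0909 in U-937, within 1.5 times the paper's. In U-937 so did a mean FPKM of at least 5 (0.0714) and all 12 libraries in one fit (0.0571). The other alternatives set before the data were examined did not close the gap. DESeq2 and the likelihood ratio test, chosen after seeing the values, gave 0.143 and 0.0909, the likelihood ratio test without filter at an unadjusted p-value gave 0.154 in THP-1, and the robust quasi-likelihood test gave 0.0606 in U-937.

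The paper calls the rise of HMOX1, SAT1, SLC7A11 and CEBPB significant. Here the 4 genes rose in both lines, and only SAT1 in U-937 had an adjusted p-value under 0.05. The others had adjusted p-values of 0.154, 0.136, 0.168 and 0.0607 in THP-1 for HMOX1, SAT1, SLC7A11 and CEBPB, and of 0.0637, 0.0606 and 0.0624 in U-937 for HMOX1, SLC7A11 and CEBPB. An unadjusted p-value called all 4 genes in both lines, and so did DESeq2, the likelihood ratio test and that test without filter at an unadjusted p-value, which were chosen after seeing the values. All 12 libraries in one fit called SAT1 (0.0316 in THP-1) and CEBPB (0.0148 and 0.0310) in both lines and SLC7A11 in U-937 (0.0433). A mean FPKM of at least 5 (0.0493) and the added robust quasi-likelihood test (0.0495) called SLC7A11 in U-937. CEBPB in U-937 was called with limma-trend on log2(FPKM + 1) (0.0412), log2(FPKM + 0.1) (0.0470) and log2(FPKM + 0.5), the test planned at first (0.0438). Without honokiol replicate 1, SAT1 (0.0451) and CEBPB (0.0368) were called in THP-1, and without DMSO replicate 1 CEBPB was called in U-937 (0.0296).

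The paper names 4 pathways as significant in both lines. Here 0 pathways had an adjusted p-value under 0.05 in either line, and 4 in each line had an unadjusted one. Only 4 DEGs of THP-1 and 5 of U-937 had a pathway, so this count is weak evidence against the paper's pathways. At the unadjusted criterion ferroptosis, regulation of lipolysis in adipocytes, PPAR signaling and bile secretion each had an unadjusted p-value under 0.05 in both lines, and only PPAR signaling and bile secretion, in U-937, had an adjusted one (0.0467 for both). For ferroptosis, the likelihood ratio test, chosen after seeing the values, gave an adjusted p of 0.0456 in THP-1, and camera gave 0.00478 in U-937.

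The paper states that ferroptosis was the only cell death mode in THP-1 cells and that apoptosis was found beside it in U-937 cells. At the unadjusted criterion the apoptosis pathway had the smaller p in THP-1 (0.0458, against 0.124 in U-937), and neither had an adjusted p-value under 0.05.

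The paper shows TFRC, TLR4, TXNIP, TNF and HAMP in the network of HMOX1. TFRC had a log2 fold change of -1.30 in THP-1 and -0.07 in U-937, and neither these changes nor the difference between the lines passed the threshold (adjusted p of 0.0622, 0.931 and 0.362 from edgeR's quasi-likelihood test). TXNIP went opposite ways (-0.55 and 1.28), and HAMP was not tested.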

Other observations

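The tests on the counts divided by 4, on the mitochondrially encoded genes and on the ATF4 targets without DMSO replicate 1 were chosen after the result was seen, the one on the mitochondrially encoded genes was parted by line afterwards, and the lists singled out below were picked after the results of all 12 lists were known.

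Of the 10 splits of the 6 libraries of a line into 3 and 3, only the real one gave as many DEGs, 1 of 10 in THP-1 and 1 of 10 in U-937. The other splits gave at most 2 DEGs in THP-1 and 6 in U-937. The same held for the genes at an unadjusted p-value (1 of 10 in each line, with 408 genes in THP-1 and 347 in U-937, a median over the other splits of 98 in THP-1 and 143 in U-937 and at most 246 and 210) and for the p of the ferroptosis pathway (1 of 10 in each line, with a lowest other p of 0.0673 and 0.343). With 10 splits there can be no share under 0.1, so this test could not have ruled out another split within a line. Across the lines, 1 of 100 pairs of splits, the real one, shared as many genes (at most 21 in the others, median 5), and 1 of 100 gave as large an r between the lines (at most 0.279 in the others, median 0.0933). That argues against a random split as the source of the response common to both lines. The number of list tests past the threshold was reached by 35 of 100 pairs of splits, with a median of 11 in the others and a highest of 15, so that number is not evidence of a response.

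Technical explanations for the low number of DEGs were tested. With the counts divided by 4 there were 5 DEGs in THP-1 and 10 in U-937, which argues against the 4 counts per fragment as the cause. A fit of only the genes without an overlap on their strand called 1 DEG in THP-1 and 15 in U-937, where 2 and 9 of the DEGs are such genes. At the unadjusted criterion that fit called 296 of 10077 genes in THP-1, against 408 of 14600 in the fit of all tested genes. In U-937 it called 251 of 9359, against 347 of 13726. DEGs thus stayed few among the genes without an overlap on their strand, so such overlap does not account for the few DEGs among these genes. The refit cannot show how many DEGs were missed among the genes left out, and overlap on the other strand was not tested. The numbers of DEGs are small and go opposite ways, so an effect of overlapping genes stays open. Without DMSO replicate 1 there were 1 and 6 DEGs, in fits with fewer libraries, so an effect of that library stays open too. Without honokiol replicate 1 there were 43 DEGs in THP-1 and 4 in U-937. An effect of that library on the number in THP-1 thus stays open as well. The simulated data were called at the same number of libraries, but all their changed genes were clearly past the limit on the fold change. They thus cannot show how many changes nearer the limit were missed.

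DMSO replicate 1 held the largest mitochondrial share in both lines. Over nuclear genes its highest r with another DMSO library of its line was 0.965, against at least 0.971 for the other pairs within a group, which argues against a few abundant genes as the only difference. Its deviation from its group followed transcript length at a rho of 0.042 in U-937 and 0.24 in THP-1, which argues against a length effect common to both lines. The limit of 0.2 was passed in THP-1, so length stays open there. It followed GC content at a rho of 0.219 in U-937 and -0.32 in THP-1. The limit set for GC content, an absolute rho over 0.2 in both lines, was met, so GC content stays open as a source of the deviation in each line. The signs are opposite, so it is not 1 effect shared by the lines. The deviations of the 2 libraries correlated at 0.202, just above the limit of 0.2 set for a shared batch. The r of the other pairs of a THP-1 and a U-937 DMSO library ran from -0.210 to 0.169. The lowest, of THP-1 replicate 1 with U-937 replicate 3, was thus larger in size and of opposite sign. A library batch shared by the 2 lines thus stays open, and the labels name no batch.

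The mitochondrially encoded genes had a median log2 fold change of -0.55 in THP-1 (adjusted p = 0.00157 from camera) and of -0.77 in U-937 (1.58e-07), with 0 of 13 genes higher in either line. Without DMSO replicate 1 the median was -0.024 in THP-1 and -0.24 in U-937. That library may account for the fall in THP-1 and not for all of it in U-937. With fry the adjusted p was 0.544 and 0.292.

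The targets of LXR had a median log2 fold change of 0.69 in THP-1 (adjusted p = 3.24e-08 from camera) and 0.82 in U-937 (1.89e-09), and the targets of PPAR of 0.87 (9.10e-18) and 0.94 (4.25e-12). PPAR targets were higher in 16 of 16 genes in THP-1 and 13 of 13 in U-937, LXR targets in 8 of 11 and 8 of 8. For each list 1 of 100 pairs of splits, the real one, had medians as far from 0. Of 10000 random lists matched on expression and on transcript length or GC content, 0% had as high a median. Without DMSO replicate 1 the larger adjusted p of the 2 lines was 2.59e-09 for both lists. These tests argue against a random split, length, GC content and that library. A rise of LXR and PPAR targets with honokiol may thus be biological, as a hypothesis found and tested on the same libraries. It is not independent of the paper, which shows 3 genes of the LXR list and 5 of the PPAR list in Figure 5C or its text. With fry the adjusted p in THP-1 and U-937 was 0.0105 and 0.00714 for the LXR list and 0.0150 and 0.0385 for the PPAR list. With an estimated correlation the LXR list passed in both lines (adjusted p = 0.0448 in each) and the PPAR list in THP-1 only (0.0448, against 0.158 in U-937).

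The targets of ATF4 had a median of 0.45 in THP-1 (1.41e-11 from camera) and 0.67 in U-937 (3.99e-23), and 1 of 100 pairs of splits, the real one, gave medians as far from 0. With fry the adjusted p was 0.107 in THP-1 and 0.0173 in U-937, and with an estimated correlation 0.232 and 0.0918. Without DMSO replicate 1 the larger adjusted p of the 2 lines from camera was 2.05e-09, which argues against that library as the cause. Transcript length and GC content were not tested for this list. The S phase genes had a median of -0.40 in THP-1 (1.01e-10), with 1 of 24 genes higher, and of -0.08 in U-937 (0.280). In THP-1, 17 of the 24 genes were lower without overlap between the treatments. There fry gave an adjusted p of 0.0459 and camera with an estimated correlation 0.186. The real split had the median farthest from 0 in THP-1 (1 of 10, with at most 0.31 in size in the others). With 10 splits there can be no share under 0.1, so this test could not have ruled out another split.

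The other lists gave these medians, with camera's adjusted p. The ferroptosis genes of KEGG had 0.12 in THP-1 (0.157) and 0.18 in U-937 (0.000264), and the NRF2 targets 0.36 (9.48e-07) and 0.10 (0.513). The G2 and M phase genes had -0.09 (0.449) and -0.13 (0.304), the p53 targets 0.28 (0.201) and 0.16 (0.116), and the cholesterol synthesis genes 0.07 (0.598) and 0.11 (0.260). The monocyte differentiation genes had 0.07 (0.511) and 0.32 (0.0871), and the interferon-stimulated genes -0.31 (0.260) and 0.63 (2.98e-05). Of the 3 results among these past the threshold with camera, fry gave an adjusted p of 0.0682 for the NRF2 targets in THP-1, and of 0.0385 for the ferroptosis genes and 0.0478 for the interferon-stimulated genes in U-937. With an estimated correlation none of the 3 passed (0.232, 0.186 and 0.188). Of the 10 splits of a line, 2 had a median as far from 0 for the NRF2 targets in THP-1 (0.47 in the other), 2 for the ferroptosis genes in U-937 (0.22 in the other) and 1, the real one, for the interferon-stimulated genes in U-937 (at most 0.35 in the others). The paper shows or names 8 of the ferroptosis genes, 3 ATF4 targets and 1 gene each of the S phase, monocyte and interferon lists. The ferroptosis list shares 4 genes with the NRF2 list, 1 with the ATF4 list and 1 with the LXR list, and the PPAR and monocyte lists share 1.

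The paper measured GPX4, ACSL4, CHAC1 and PTGS2 by qPCR in another experiment. In the mRNA sequencing, GPX4 changed by 0.03 in THP-1 (adjusted p = 0.937 from edgeR's quasi-likelihood test) and -0.07 in U-937 (0.853). ACSL4 changed by 0.43 (0.539) and 0.59 (0.287) and CHAC1 by 0.98 (0.403) and 0.55 (0.632). PTGS2 lay under the FPKM limit in both lines.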
